# Nuclear fate of yeast snoRNA is determined by co-transcriptional Rnt1 cleavage

**DOI:** 10.1038/s41467-018-04094-y

**Published:** 2018-05-03

**Authors:** Pawel Grzechnik, Sylwia A. Szczepaniak, Somdutta Dhir, Anna Pastucha, Hannah Parslow, Zaneta Matuszek, Hannah E. Mischo, Joanna Kufel, Nicholas J. Proudfoot

## Abstract

Small nucleolar RNA (snoRNA) are conserved and essential non-coding RNA that are transcribed by RNA Polymerase II (Pol II). Two snoRNA classes, formerly distinguished by their structure and ribonucleoprotein composition, act as guide RNA to target RNA such as ribosomal RNA, and thereby introduce specific modifications. We have studied the 5ʹend processing of individually transcribed snoRNA in *S. cerevisiae* to define their role in snoRNA biogenesis and functionality. Here we show that pre-snoRNA processing by the endonuclease Rnt1 occurs co-transcriptionally with removal of the m^7^G cap facilitating the formation of box C/D snoRNA. Failure of this process causes aberrant 3ʹend processing and mislocalization of snoRNA to the cytoplasm. Consequently, Rnt1-dependent 5ʹend processing of box C/D snoRNA is critical for snoRNA-dependent methylation of ribosomal RNA. Our results reveal that the 5ʹend processing of box C/D snoRNA defines their distinct pathway of maturation.

## Abstract (web summary)

Small nucleolar ribonucleoprotein complexes (snoRNP) are fundamental for ribosome biogenesis. Here the authors provide insight into the 5ʹend processing of *S. cerevisiae* snoRNA and its important role in downstream nuclear events.

## Introduction

Small nucleolar RNA (snoRNA) are classified based on conserved RNA sequences as either box C/D or H/ACA snoRNA^1^. These sequences form specific secondary structures which are associated with class-specific proteins. Small ribonucleoprotein complexes (snoRNP) are essential for many cellular processes including RNA processing, mRNA splicing, chromatin maintenance and RNA editing^2,3^. However, their predominant function is in ribosome biogenesis where they guide ribosomal RNA (rRNA) 2ʹ-O-methylation (box C/D snoRNA) and pseudouridinylation (box H/ACA snoRNA)^2^.

Genomic organization of snoRNA genes differs between organisms. In higher eukaryotes they exist as polycistronic transcription units (TUs) or are located within the introns of protein-coding genes. Few are expressed as single independent genes^4–7^. In *Saccharomyces cerevisiae* (*S.cerevisiae*) they are predominantly independent TUs with only a minority as polycistrons or within pre-mRNA introns^8^. All yeast snoRNA, except Pol III-dependent *SNR52*, are Pol II transcribed with their transcription termination mediated by the combined action of Nrd1-Nab3-Sen1 (NNS) and cleavage and polyadenylation complexes^9–12^. This is followed by 3ʹend processing with rounds of oligoadenylation and exonucleolytic digestion performed by TRAMP4/5, the core nuclear exosome and associated exonuclease Rrp6^13,14^.

Like 3ʹend processing, snoRNA 5ʹend maturation in yeast is distinct from mRNA processing since mature snoRNA lack the mRNA-specific m^7^G cap (Fig. 1a). Most box C/D pre-snoRNA are synthesized with a 5ʹcapped extension forming a stem-loop with the AGNN loop consensus sequence. The endonuclease Rnt1 recognizes and cleaves this stem-loop at specific Rnt1 cleavage sites (RCS)^15,16^. The remaining, uncapped 5ʹextensions are further processed by Rat1 and Xrn1 exonucleases. In some instances 5ʹend maturation may occur independently of Rnt1 cleavage, by exonucleolytic trimming^16^. All snoRNA clusters are box C/D class and excised from their TU by Rnt1, thereby removing the m^7^G cap structure from the first snoRNA^15,17–19^. Only four box C/D snoRNA are transcribed without a 5ʹend extension like most box H/ACA snoRNA. Here the 5ʹend cap structure remains on the mature snoRNA, but is converted into trimethylated m^2,7,7^G (TMG) cap by Tgs1 to distinguish it from mRNA caps (Fig. 1a)^15,20^.

**Fig. 1:**
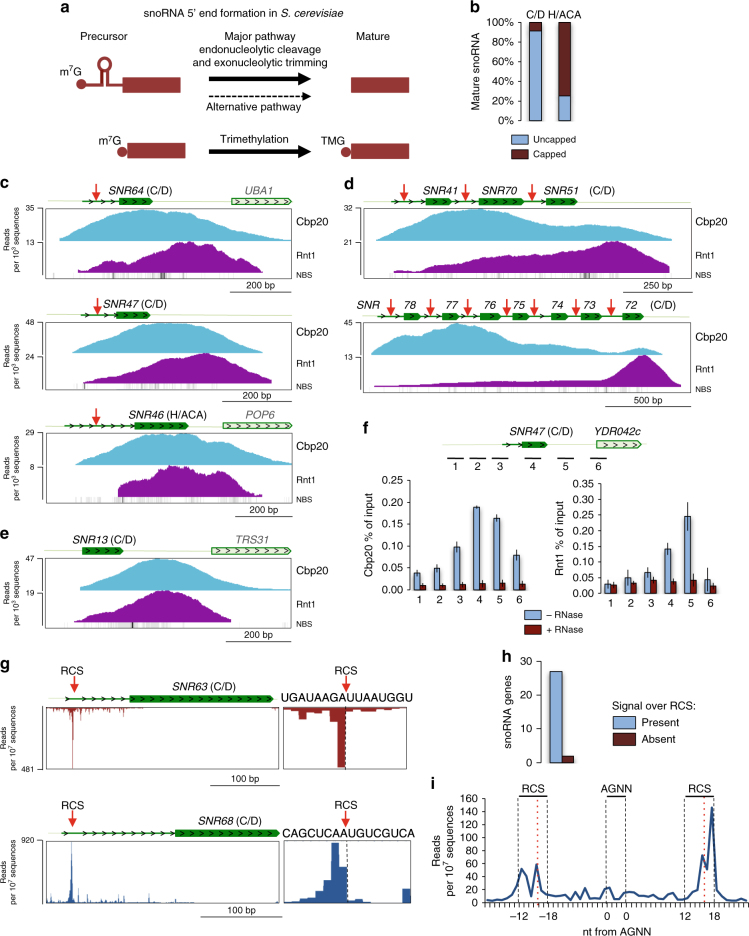
Co-transcriptional 5ʹend processing of snoRNA. **a** 5ʹprocessing pathways for independently transcribed snoRNA in *S. cerevisiae*. **b** Mature independently transcribed snoRNA (including snoRNA located at the 5ʹends of polycistronic TUs) possessing or lacking caps. **c**-**e**ChIP-seq analyses of Cbp20 and Rnt1 co-transcriptional recruitment to **c** snoRNA transcribed as 5ʹextended precursors, **d** polycistronic snoRNA, **e** snoRNA transcribed without 5ʹextension. NNS-binding sites (NBS) are shown below the reads. **f** ChIP analysis showing RNA-dependent recruitment (RNase sensitive) of Cbp20 and Rnt1 to RD box C/D *SNR47*. Average of three independent experiments is shown. Error bars represent standard deviation. **g** NET-seq signals originating from Rnt1 cleavage sites (RCS) in the pre-snoRNA 5ʹextensions. Note that NET-seq signals were bioinformatically depleted over sequences coding mature snoRNA. **h** The total number of snoRNA (including proximal snoRNA from each polycistron) displaying NET-seq signal within the RCS in the 5ʹextension. **i** Metagene analysis of NET-seq peaks around the AGNN loop in the snoRNA 5ʹextension; RCS –Rnt1 cleavage site, the predicted cleavage site is denoted by red vertical dotted line. Green rectangle denotes mature snoRNA while bold green line shows 5ʹextension. RCS is marked by red vertical arrow

In *S. cerevisiae* physical interaction between the Cap Binding Complex (CBC) and NNS has linked 5ʹcap structure with 3ʹend processing^21^. Similarly, in human cells, CBC collaborates with the Nrd1 orthologue ARS2 in transcriptional termination and 3ʹend processing of small nuclear RNA (snRNA)^22,23^. This suggests that in both eukaryotes 5ʹ and 3ʹend processing may be functionally interdependent for capped small non-coding RNA. We have set out to test if 5ʹend processing of Rnt1-dependent (RD) snoRNA (mainly box C/D) is also coupled to its 3ʹend processing. This was an attractive hypothesis as Rnt1 has been also reported to interact with the NNS complex^24^. We show that removal of the mRNA-like 5ʹend cap structure is required for RD box C/D snoRNP maturation and function. Furthermore, Rnt1 co-transcriptionally cleaves the 5ʹend of snoRNA precursors removing the 5ʹcapped extension. This facilitates further steps in box C/D snoRNA maturation. Notably, lack of snoRNA 5ʹend processing affects multiple downstream events, including 3ʹsnoRNA trimming and nuclear localization, and ultimately inhibits rRNA methylation. This connection between maturation and functionality may explain why intron-encoded snoRNA, lacking independent transcription start sites, have evolved in higher eukaryotes.

## Results

### Co-transcriptional 5ʹend processing of snoRNA precursors

The mature 5ʹends of both box H/ACA and C/D snoRNA are generated either by Rnt1-dependent cleavage followed by exonucleolytic trimming or by m^7^G cap trimethylation (Fig. 1a)^15,16^. To systematically catalogue snoRNA 5ʹend processing, we employed RNA-seq analysis to detect 5ʹextended pre-snoRNA in the *rnt1Δ* strain. We identified three additional box H/ACA (snR81, 83, 85) and one box C/D snoRNA (snR87) with 5ʹextensions that form Rnt1 cleavage structures (Supplementary Fig. 1a). Combining this and previously published data^15–19^, we show that each snoRNA class generally employs a different 5ʹend processing pathway (Fig. 1b and Supplementary Table 1). The 5ʹends of box C/D snoRNA are generated by Rnt1 dependent (RD) cleavage with only four snoRNA out of 24 independent and five polycistronic genes retaining caps. In contrast, 21 box H/ACA snoRNA have capped 5ʹends with only six cleaved by Rnt1 at their 5ʹends. These results indicate that cap and associated proteins play different roles in the biogenesis of each snoRNA class.

In human cells, CBC interacts with transcription termination factors and is known to be involved in 3ʹend processing of small nuclear RNA (snRNA)^22,23^. Similarly, both yeast CBC and Rnt1 interact with the NNS termination complex^21,24^. We therefore established the profiles of CBC and Rnt1 across all snoRNA genes in *S. cerevisiae* using ChIP-seq analysis. 

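ChIP-seq sequences the DNA that is crosslinked to a protein and precipitated with an antibody, so that a protein's place along the genome can be mapped. Here the antibody was raised against the myc tag, a short peptide fused to the protein under study. The CBC is the pair of proteins, Cbp20 and Cbp80, that binds the cap of a new transcript, and Rnt1 is the nuclear RNase III that cuts hairpins in precursor RNA. The libraries labelled Cbp20-myc come from a strain whose listed genotype carries the tag on CBP80, and the name Cbp20 is kept here as in the paper. The authors deposited 4 peak lists, 2 replicates for Cbp20 and 2 for Rnt1, each called on its own library. Each peak is given by its chromosome, start and end alone, with no height, score or q-value. The number of reads behind each list is unknown, so a region outside the peaks is one in which the signal did not pass the caller's threshold, at a depth that cannot be stated. The methods describe, without naming replicates, Bowtie2 alignment of read pairs to sacCer3, a filter for uniquely mapped reads and peak calling by MACS2, a program that searches for windows with more reads than the local background. Whether the input DNA served as background is not stated in the paper's text. From these lists, the peaks were compared with 55 snoRNA transcription units (TUs) transcribed by Pol II and taken from Supplementary Table 1. These comprise 18 monocistronic RD box C/D TUs, 6 RD box H/ACA TUs, 5 polycistrons, 5 capped box C/D TUs and 21 capped box H/ACA TUs. Each TU was taken as the annotated mature snoRNA, or from the first to the last mature snoRNA of a polycistron, so the 5ʹextension of RD precursors lies outside it. A peak counted when it overlapped the TU by at least 1 bp in both replicates. To place the peaks along a TU, all peaks of a library that overlap it were joined into one region, which was clipped 500 bp from either end of the TU. The centre of that region was measured in bp from the TU centre along the direction of transcription. Tests across TUs compare genes within these libraries, and genes are not independent replicates.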

Yeast strains were generated with endogenous myc-tagged *RNT1* and *CBC20* genes. Since Cbp20 and Cbp80 form a heterodimer^25^, the presence of Cbp20 is indicative of the whole CBC complex. 

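The Cbp20 lists were first set against all 55 TUs. Every one of the 55 carried a Cbp20 peak in each replicate. When the peaks were placed at random within their chromosomes, a mean of 14.8 TUs carried a peak for replicate 1 and 14.1 for replicate 2, and none of the 1000 placements reached the observed number (one-sided permutation of peak positions, p = 0.000999 for each replicate, the smallest that 1000 placements can give). The part of each TU that lay under peaks differed between the classes. All 29 RD TUs were covered over their whole mature length in both replicates, against 11 of the 26 TUs that keep their cap. In the capped TUs the missing part was at the 5ʹend, since the last base of the mature snoRNA lay inside a peak in both replicates for all 26 and the first base for 11. A capped TU begins where transcription starts, whereas the mature 5ʹend of an RD TU lies downstream of its transcribed 5ʹextension. The comparison therefore cannot tell a difference in Cbp20 between the classes from a difference in how their TUs are bounded. The lowest coverage of any TU in a single replicate was 56.8% of its length. SNR47 (YNCD0010C, chromosome IV from 541602 to 541700 of sacCer3, minus strand) lay inside a Cbp20 peak from 541278 to 541827 in replicate 1 and from 541278 to 541849 in replicate 2. SNR46 (YNCG0024W, chromosome VII from 545370 to 545566, plus strand), an RD box H/ACA gene, lay inside peaks from 545164 to 546061 and from 545176 to 546022. At SNR64 (YNCK0001W, chromosome XI from 38811 to 38911, plus strand) the Cbp20 peak continued 2928 bp and 2846 bp past the mature 3ʹend in replicates 1 and 2, into UBA1, which begins 251 bp downstream.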

Notably, CBC is recruited across the entire TU of all box C/D and H/ACA snoRNA (Fig. 1c,d and Supplementary Fig. 1b), as with protein-coding genes^26^. Instead, Rnt1 is more enriched towards the 3’ends of RD snoRNA TUs (Fig. 1c,d and Supplementary Fig. 1b), downstream of Nrd1 binding sites (NBS)^27^. 

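Of the 29 RD TUs, 25 carried a Rnt1 peak in both replicates. SNR58 had none in either replicate, SNR50 and SNR69 had one in replicate 2 alone, and SNR36 in replicate 1 alone. Over the 25 TUs, the centre of the Rnt1 region lay 10.8 ± 47.2 bp (SD, n = 25 TUs) further 3ʹ than that of the Cbp20 region. This mean shift was 17.5 bp between the libraries of replicate 1 and 4.1 bp between those of replicate 2. Given the spread between TUs, it could not be told from 0 (two-sided sign-flip permutation test, p = 0.267). The alternative that moved it most was leaving the regions unclipped, which gave −71.9 bp (permutation test, p = 0.206), and clipping them at 300 bp gave 16.0 bp with a p of 0.00503. Within the limit of 500 bp the classes differed in sign. In the 15 monocistronic box C/D TUs the shift was 21.1 ± 30.8 bp (SD, n = 15 TUs; permutation test, p = 0.0207, Benjamini-Hochberg adjusted over the 5 classes 0.103), and 10 of the 15 were positive in both replicates. In the 5 box H/ACA TUs it was −48.2 ± 31.1 bp (SD, n = 5 TUs), negative on average in each TU, with an exact permutation p = 0.063, the smallest that 5 TUs allow, and −23.2 bp in replicate 1 and −73.2 bp in replicate 2. With regions clipped at 300 bp, a setting tried for these classes after the data had been seen, the box C/D mean was 20.3 bp and the box H/ACA mean −4 bp, with 13 of the 15 box C/D TUs positive (permutation test, p = 0.0003) and 2 of the 5 box H/ACA TUs (exact permutation test, p = 0.813). With regions left unclipped both were negative, at −102 bp and −111 bp. In all 15 box C/D TUs but SNR39B, both proteins reached past 300 bp at the 3ʹ side in both replicates. Clipping at 300 bp gave their regions the same 3ʹ edge, so those shifts only compare where the regions began at the 5ʹ side. For SNR47 the Rnt1 region reached 350 bp past the mature 3ʹend in replicate 1 and 352 bp in replicate 2, where Cbp20 reached 324 bp in both, and the centres differed by 24.3 ± 6.01 bp (SD, n = 2 replicates). For SNR64 the shift was −35 ± 17.0 bp (SD, n = 2), for SNR87 −10.5 ± 33.9 bp (SD, n = 2) and for SNR46 −49.8 ± 5.30 bp (SD, n = 2). Clipping at 300 bp turned the sign of these 3 genes, to 22.8 bp for SNR64, 37.8 bp for SNR87 and 38 bp for SNR46. SNR40 had the largest shift of the monocistronic box C/D TUs within 500 bp, at 79 ± 79.2 bp (SD, n = 2), but −2.25 bp within 300 bp, and SNR64 had the smallest within 500 bp. Of the RD box H/ACA TUs, SNR81 lay at −14.8 ± 10.3 bp (SD, n = 2) and SNR83 at −82.8 ± 261 bp (SD, n = 2), the ends of the range.

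**Figure D1:**
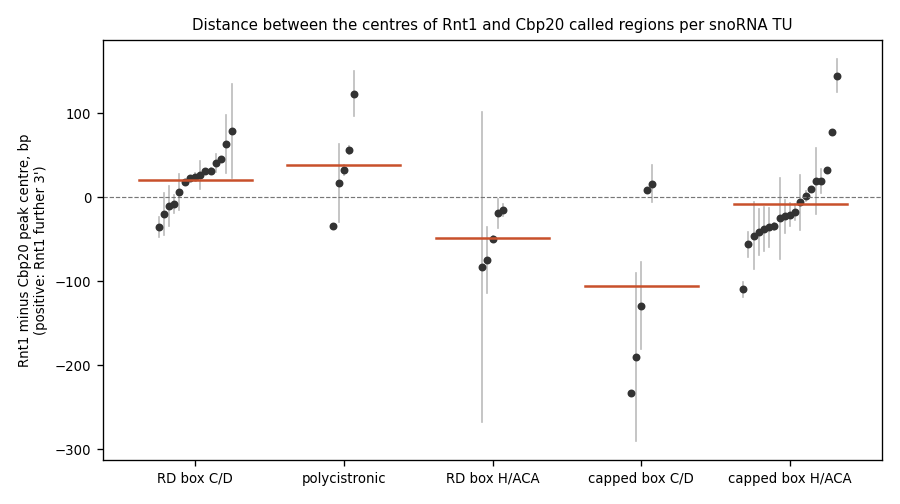
Distance in bp between the centres of the Rnt1 and Cbp20 regions for each snoRNA TU with peaks in all 4 libraries, by class on the x axis. Each point is the mean of both replicates, grey lines join the replicate values and orange bars are class means, which lie at 21.1 bp for RD box C/D and −48.2 bp for RD box H/ACA TUs with regions clipped at 500 bp.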

Differential Cbp20 and Rnt1 co-transcriptional binding profiles are especially evident for longer polycistronic snoRNA TUs (Fig. 1d and Supplementary Fig. 1b). Thus, CBC peaked in the proximal parts of polycistrons while Rnt1 accumulated over transcription termination regions, even though RCS are proximal to transcription start sites (TSS). 

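Each of the 5 polycistrons was covered over its whole mature span by both proteins in both replicates, so the lists separate the proteins only by where their regions end. The Rnt1 centre lay 39.0 ± 57.9 bp (SD, n = 5 TUs) further 3ʹ than the Cbp20 centre, 53.6 bp in replicate 1 and 24.3 bp in replicate 2. The mean was positive in 4 of the 5 polycistrons (exact sign-flip permutation test, two-sided p = 0.25; 5 TUs cannot give a p under 0.063). Within the limit of 500 bp the difference was largest for SNR57-SNR55-SNR61 (chromosome XII from 794486 to 795024 of sacCer3, minus strand), at 123.5 bp. With regions clipped at 300 bp it was 25 bp there, less than the 53.8 bp of SNR67-SNR53 and the 44.5 bp of SNR78-SNR72. At SNR57-SNR55-SNR61 Rnt1 peaks reached 696 bp and 732 bp past the last mature snoRNA in replicates 1 and 2 and Cbp20 peaks 263 bp and 244 bp. Another gene, YNCL0040W, lies 496 bp downstream, where both Rnt1 peaks reached it and neither Cbp20 peak did. The lists cannot separate Rnt1 signal of this polycistron from that of YNCL0040W, since single peaks span both. For SNR41-SNR70-SNR51 (chromosome XVI from 718700 to 719242, minus strand) the Rnt1 peaks reached 335 bp and 420 bp and the Cbp20 peaks 344 bp and 375 bp, with a centre shift of 33 ± 8.49 bp (SD, n = 2 replicates). SNR67-SNR53 (chromosome V from 61352 to 61789, plus strand) had a shift of 56 ± 6.36 bp (SD, n = 2). The gene YNCE0004C lies 100 bp downstream of SNR67-SNR53, and the peaks of both proteins reached it in both replicates. In SNR78-SNR72, whose 7 snoRNA span 1374 bp on chromosome XIII from 297278 to 298651 (plus strand), Rnt1 reached 237 bp and 299 bp past the 3ʹend and Cbp20 129 bp and 137 bp. Its centre shift was 63 bp in replicate 1 and −29 bp in replicate 2, where the Rnt1 region also began 410 bp upstream. SNR190-SNR128 (chromosome X from 139566 to 139950, minus strand) went the other way, with a shift of −34.8 ± 3.18 bp (SD, n = 2).

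**Figure D2:**
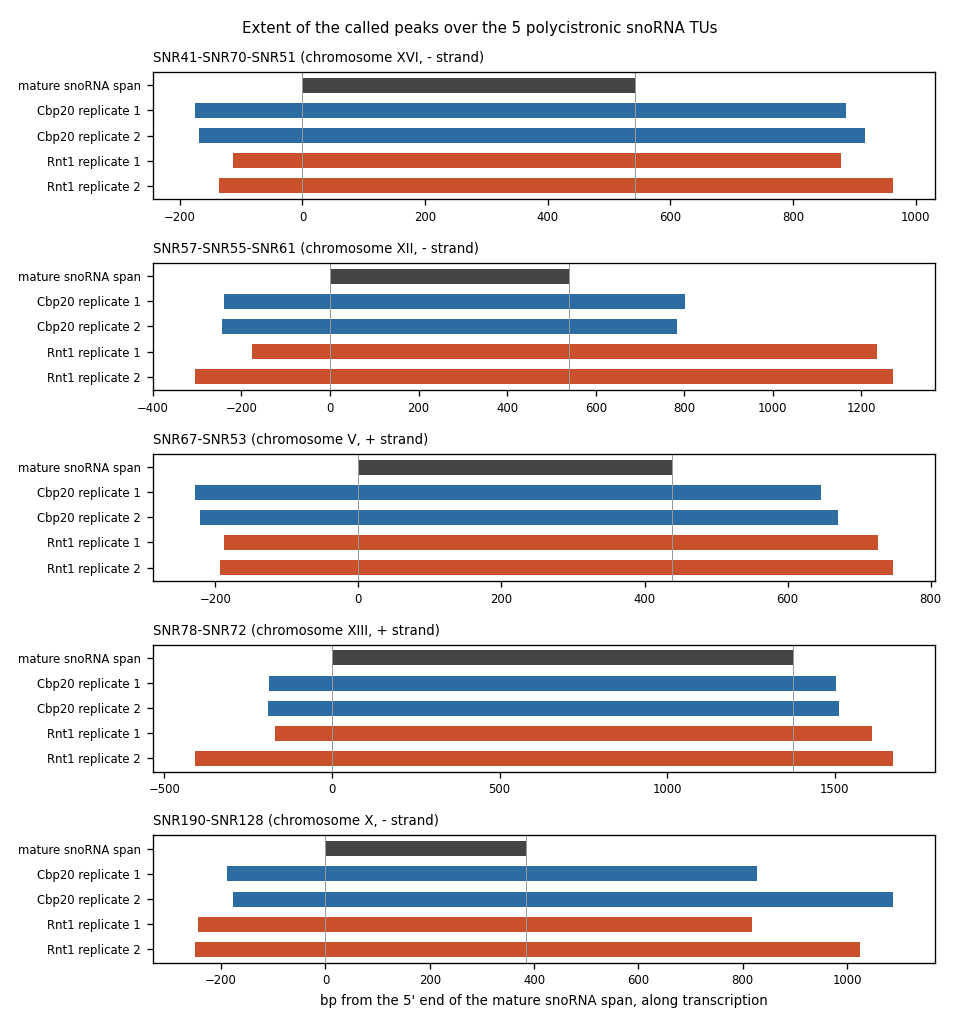
Extent of the called peaks in each of the 4 libraries over the 5 polycistronic TUs, in bp from the 5ʹend of the first mature snoRNA along transcription. Blue bars are Cbp20, orange bars Rnt1 and dark bars the mature snoRNA span. In SNR78-SNR72 both Rnt1 bars end further downstream than the Cbp20 bars, at 237 bp and 299 bp past the span.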

3ʹend-specific Rnt1 recruitment may rely on interaction with snoRNA associated proteins and NNS^24,28,29^ since it is also detectible on Rnt1-independent box C/D and H/ACA snoRNA as well as over NNS-dependent protein coding genes (Fig. 1e and Supplementary Fig. 1c,d). 

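Rnt1 peaks were present on 24 of the 26 capped, Rnt1-independent TUs in both replicates, on all 5 box C/D and 19 of the 21 box H/ACA TUs. SNR33 had a peak in replicate 1 alone and SNR161 in neither. Over all 55 TUs, 51 carried a Rnt1 peak in each replicate, where random placement gave means of 4.58 and 7.20 (the same permutation, p = 0.000999 for each replicate). The last base of the mature snoRNA lay inside a Rnt1 peak in both replicates in 24 of the 26 TUs and the first base in 6. Relative to Cbp20, however, the Rnt1 centre of these TUs lay at −28.2 ± 78.7 bp (SD, n = 24 TUs; two-sided permutation test, p = 0.0931), and at 5.21 bp (permutation test, p = 0.690) when regions were clipped at 300 bp. With regions left unclipped it lay at −122 bp (permutation test, p = 0.00162). The class means within 500 bp were −106 bp for the 5 box C/D TUs and −7.84 bp for the 19 box H/ACA TUs. Clipping at 300 bp gave −53.25 bp and 20.6 bp, with 2 of the 5 and 13 of the 19 positive. Without clipping both were negative, at −197 bp and −103 bp. Over all 24 TUs, the difference from the RD TUs was 39.0 bp (permutation of the class labels, two-sided p = 0.0382), and 10.8 bp (p = 0.433) with regions clipped at 300 bp. Within 500 bp, the shifts ran from −233 ± 2.47 bp (SD, n = 2 replicates) for SNR4 to 16.3 ± 30.8 bp (SD, n = 2) for SNR17B among the box C/D TUs, and from −109.5 ± 12.7 bp (SD, n = 2) for SNR8 to 145 ± 27.9 bp (SD, n = 2) for SNR84 among the box H/ACA TUs. For SNR13 (YNCD0030W, chromosome IV from 1402919 to 1403042 of sacCer3) the Rnt1 peak of replicate 1 ran from 1402896 to 1403379, and that of replicate 2 began 1113 bp upstream, over RPL27B. For SNR3 (YNCJ0030W, chromosome X from 663749 to 663942) the Rnt1 peaks reached 694 bp and 768 bp past the 3ʹend, and for SNR45 (YNCP0021W, chromosome XVI from 821732 to 821903) 370 bp and 376 bp. The protein-coding gene NRD1 (YNL251C, chromosome XIV from 172588 to 174315, minus strand) lay under Rnt1 peaks over 468 bp of its 1728 bp in replicate 1 and 1331 bp in replicate 2. In replicate 1 the Rnt1 peak ran from 173848 to 174587, across the 5ʹend of the gene and not its 3ʹend. In replicate 2 the gene lay under 2 peaks between 172616 and 174671, over 77.0% of its length, the nearer of which ended close to the 3ʹend at 172588 without covering it.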

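Among 6002 annotated nuclear protein-coding genes, 810 overlapped a Rnt1 peak in replicate 1, 1239 in replicate 2 and 775 in both (12.9%). For 94 of the 775, a peak on the gene also overlapped a snoRNA, snRNA or tRNA gene, and 749 of the 775 carried a Cbp20 peak in both replicates as well. Random placement within chromosomes gave means of 1106 and 1557 genes with a Rnt1 peak, more than observed in either replicate (one-sided permutation of peak positions for an excess, p = 1 in both). Requiring peaks to cover at least 50% of the gene turned this round, with 402 and 675 genes against 226 and 413 by random placement (the same permutation, p = 0.000999 for each). The 5 genes with the most bases under Rnt1 peaks and no snoRNA, snRNA or tRNA gene within 500 bp were FKS1, FAS1, FAS2, PDR5 and HAP1. FKS1 (YLR342W, chromosome XII from 809997 to 815627 of sacCer3) was covered over 5490 bp and 5631 bp of its 5631 bp in replicates 1 and 2. PDR5 (YOR153W, chromosome XV from 619840 to 624375) was covered over its whole length in both.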

Rnt1 was also present over many protein-coding genes (see database), suggesting broader functions for Rnt1^30,31^. In contrast, CBC did not show a recruitment bias towards gene 3ʹends and NNS binding sites (Fig. 1c,d and Supplementary Fig. 1b). 

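The Cbp20 region of the 55 snoRNA TUs had its centre 152 ± 93.0 bp (SD, n = 55 TUs) downstream of the TU centre, at 151 bp in replicate 1 and 153 bp in replicate 2, and downstream in 52 of the 55. In the 29 RD TUs it lay 91.1 ± 84.6 bp (SD, n = 29 TUs) downstream and in the 26 capped TUs 221 ± 38.3 bp (SD, n = 26 TUs). Rnt1 centres, measured the same way, lay 105 ± 79.4 bp (SD, n = 25 TUs) and 193 ± 87.4 bp (SD, n = 24 TUs) downstream in these classes. In the 5 polycistrons the Cbp20 centre lay 42.7 ± 72.9 bp (SD, n = 5 TUs) downstream, and downstream in 3 of the 5. The value depends on how far a region is followed: the Cbp20 centre lay 98.9 bp downstream with regions clipped at 300 bp, 269.9 bp with regions left unclipped, and 122 bp downstream in the 15 TUs with no other gene within 300 bp. The TU is the mature snoRNA alone, and a region that runs evenly from the mature 5ʹend to a point past the mature 3ʹend has its centre downstream of the TU centre too. These values therefore do not test for a bias along the transcribed unit, and no p is given. In capped TUs the clipped region began on average 0.673 bp upstream of it, and in RD TUs 199.6 bp upstream. Positions of NNS binding sites were not used here.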

While both CBC and Rnt1 interact with NNS, RNase treatment reduced their ChIP signals over Rnt1-dependent *SNR47* (Fig. 1f). Possibly CBC and Rnt1 interact with NNS containing RNA, which is displaced from Pol II CTD prior to transcriptional termination.

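SNR30 (YNCL0003W, chromosome XII from 198784 to 199389 of sacCer3, plus strand) is annotated as 606 bp long. Its Cbp20 peak began 22 bp and 36 bp upstream of the mature 5ʹend in replicates 1 and 2 and ran 1872 bp and 1907 bp past the 3ʹend, into ADE16, which begins 150 bp downstream. SNR4 (YNCE0019W, chromosome V from 424698 to 424883, plus strand) is annotated as 186 bp long, and its Cbp20 peak reached 497 bp and 541 bp past the 3ʹend, into PMD1, which begins 304 bp downstream. The Rnt1 peak over SNR4 began 967 bp and 1055 bp upstream and included RPS26B. The shift of its centre from that of Cbp20 was −233 bp with regions clipped at 500 bp and −499 bp with regions left unclipped. The last mature base lay inside a Cbp20 peak in both replicates in all 55 snoRNA TUs, whether or not Rnt1 cuts their precursors. Since the lists carry no peak heights, a decline of signal within a peak cannot be read from them.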

We note that CBC signals decreased over the 3ʹends of RD snoRNA genes and especially the much longer polycistronic TUs (Fig. 1d) but not for Rnt1-independent snoRNA, such as 606 nt long box H/ACA *SNR30* and 194 nt long box C/D *SNR4* (Supplementary Fig. 1e). Since Tgs1 is localised in the nucleolus^20^ and cap trimethylation most likely occurs post-transcriptionally, the decrease in Cbp20 signal over RD snoRNA gene 3ʹends suggests that Rnt1 cleaves pre-snoRNA co-transcriptionally, thereby removing cap associated CBC. 

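How far the Cbp20 region reaches past the mature 3ʹend was compared between the classes, with the limit of 500 bp. It reached 382 ± 111 bp (SD, n = 29 TUs) in RD TUs and 442 ± 72.5 bp (SD, n = 26 TUs) in Rnt1-independent TUs, a difference of −60.1 bp (two-sided permutation of the class labels, p = 0.0226). The class means were 386 bp and 438 bp in replicate 1 and 378 bp and 446 bp in replicate 2. The shortest reach was that of the 5 polycistrons, at 288 ± 131 bp (SD, n = 5 TUs), and without them the difference was −40.5 bp (permutation test, p = 0.104). At the limit of 500 bp in both replicates were 9 RD and 11 Rnt1-independent TUs. Rnt1 reached 367 ± 108 bp (SD, n = 25 TUs) and 392 ± 75.9 bp (SD, n = 24 TUs) past the 3ʹend in the same classes (p = 0.359). From the decrease of Cbp20 over the 3ʹends of RD genes, the paper proposes that Rnt1 cuts the precursor during transcription and so removes the cap with its bound CBC.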

To further investigate Rnt1 co-transcriptional cleavage we analysed available NET-seq data^32^. Although NET-seq was primarily developed to map nascent RNA 3ʹends in the Pol II active centre, it also detects RNA 3ʹends generated by co-transcriptional cleavage within protein complexes associated with Pol II^32,33^. Notably, NET-seq displayed pronounced signals corresponding to known or predicted Rnt1 cleavage sites for both box C/D and H/ACA snoRNA (Fig. 1g and Supplementary Fig. 1f). NET-seq peaks co-localized with 27 out of 29 RCS present in snoRNA 5ʹextensions (24 independent and 5 polycistronic snoRNA genes) (Fig. 1h and Supplementary Table 2). Meta-analysis of snoRNA 5ʹends placed these RCS within 12–18 nucleotides of AGNN hairpin loops (Fig. 1i). No NET-seq peaks were detected upstream of snoRNA transcribed without 5ʹend extensions (Supplementary Fig. 1g). We predict that Rnt1 recruited to RD snoRNA 3ʹends remove capped 5ʹends from pre-snoRNA containing specific RCS. This implies cross-talk between both ends of the transcription unit.

### Influence of cap and associated CBC on snoRNA expression levels

To investigate the requirement of cap and associated CBC for snoRNA maturation, a temperature-sensitive *ceg1-63* mutant was employed to inactivate the essential guanyl transferase, Ceg1^34,35^. Promoters of endogenous snR13 (C/D) and snR3 (H/ACA), were replaced by the inducible *GAL1* promoter in WT and *ceg1-63* strains. Note that both snoRNA lack RCS, to avoid unprotected 5ʹend degradation. Galactose induction of box C/D *SNR13* in WT at 37 °C accumulated mature (M) and a decapped, 5ʹtruncated (Mt)^36^ snR13 as well as previously described 3ʹextended processing intermediates^14^: shorter oligoadenylated substrates (Me) for the Rrp6 exonuclease and longer polyadenylated precursors (Pa) processed by both Rrp6 and the exosome (Fig. 2a)^14^. The basal activity of the *GAL1* promoter yielded Mt under all conditions. Its function is unknown^36^. *GAL1* induced *SNR13* in *ceg1-63* cells at non-permissive temperature (37 °C) revealed a similar accumulation of mature snR13 transcripts over time (Fig. 2a,d), but reduced levels of 3ʹextended pre-snR13 precursors (Me)^14^. This indicates an altered Rrp6-dependent 3ʹend processing phenotype in this strain. Notably, *RRP6* deletion restored the accumulation of Me snR13 precursors in *ceg1-63* (Supplementary Fig. 2a). Also, precursors were shortened in *rrp6Δ ceg1-63*, suggesting that uncapped precursors are more sensitive to 3ʹ–5ʹexonucleolytic digestion.

**Fig. 2:**
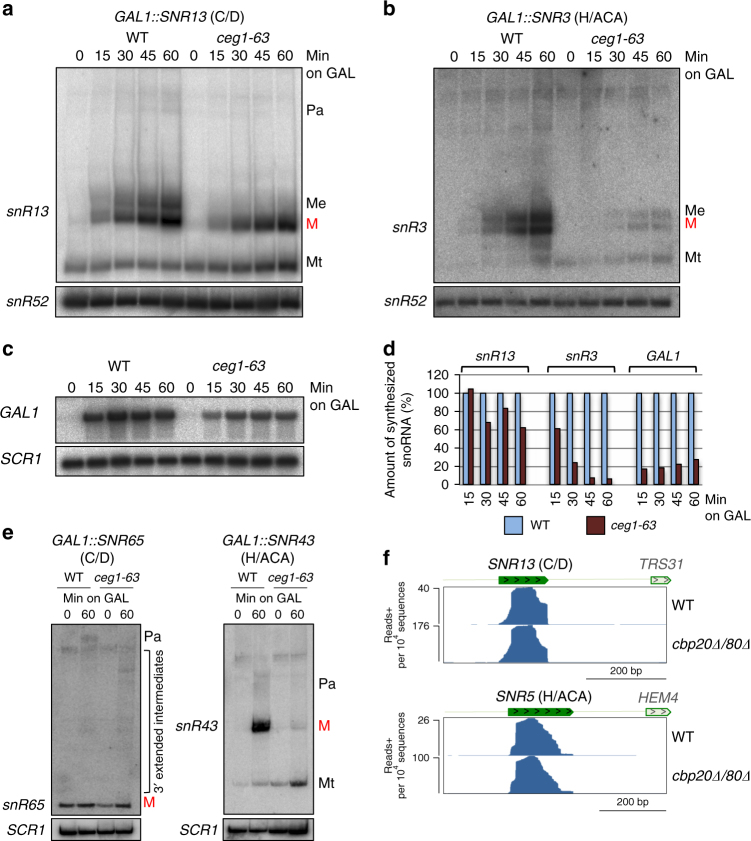
Box H/ACA but not C/D snoRNA require cap structure. Transcriptional induction of **a** box C/D *SNR13*, **b** box H/ACA *SNR3* **c** and protein-coding *GAL1* in *ceg1-63* versus WT strains; Northern blot analysis. Cells were shifted to the non-permissive temperature for 15 min prior to galactose induction and were incubated at this temperature during transcriptional pulse. Pa precursors with long polyadenylated 3ʹextensions, Me precursors with short oligoadenylated 3ʹextensions, M mature, Mt 5ʹtruncated mature snoRNA. **d** Quantification of synthesis rates for snR13, snR3 and *GAL1* mRNA in WT and *ceg1-63* strains normalised to the loading controls. Values for WT were set to 100%. **e** Transcriptional induction profiles of RD box C/D *SNR65* and box H/ACA *SNR43*; mature and precursors snoRNA are marked as above. Northern blot analysis. **f** RNA-seq analysis of total RNA from *cbp20Δ cbp80Δ* strain. The X axis values are independently adjusted for each sample. Green and light green rectangles denote mature snoRNA and adjacent protein-coding genes, respectively

In contrast to snR13, *GAL1* induced box H/ACA snR3 synthesis was severely restricted by *CEG1* mutation at 37 °C (Fig. 2b,d). Compared to WT, total snR3 levels expressed from the *GAL1* promoter were substantially lower in *ceg1-63*. SnR3 precursors were mapped by RNase H treatment followed by Northern blot analysis, confirming that the Me species does not originate from an alternative TSS (Supplementary Fig. 2b). Thus, box H/ACA snR3 behaves like a mRNA, such as *GAL1*, requiring a cap for transcript stability (Fig. 2c,d)^35^. We also confirmed that at permissive temperature in the *ceg1-63* mutant, galactose-induced snR13 was unaffected, while snR3 levels were slightly decreased over 1 h (Supplementary Fig. 2c).

Since *SNR13* and *SNR3* lack RCS, we also tested RD box C/D *SNR65* and *SNR68* as well as RD box H/ACA *SNR43* and *SNR46* transcribed from *GAL1* promoters in WT and *ceg1-63* cells. *GAL1* promoter insertion excluded RCS to prevent possible co-transcriptional degradation from the unprotected 5ʹend. The accumulation (after 60 min induction) of mature snR65 was low but comparable between WT and *ceg1-63* cells (1.5× and 1.78× fold respectively) (Fig. 2e), Moreover, long pre-snR65 were absent and processing intermediates were detected in *ceg1-63*. Transcription of *SNR68* from *GAL1* gave very weak accumulation of long 3ʹextended pre-snR68 (Supplementary Fig. 2d), unsuitable for further analysis. In contrast, *GAL1* promoted box H/ACA *SNR43* and *SNR46* levels were strongly activated by galactose but this was inhibited by *CEG1* mutation. Accumulation of all snR43 and snR46 species in *ceg1-63* was respectively 5.5× and 4.8× fold lower than in WT (Fig. 2e and Supplementary Fig. 2d). These results indicate that 5’extensions and m^7^G cap play differential roles in RD box C/D and H/ACA snoRNA biosynthesis.

We next tested if yeast CBC is required for snoRNA 3ʹend processing. RNA-seq analysis detected no unprocessed box C/D or H/ACA snoRNA in the *cbp20Δ cbp80Δ* mutant (Fig. 2f). Increased snoRNA levels observed in the double mutant (Supplementary Fig. 2e) indicate that CBC influences snoRNA abundance by the regulation of exonucleolytic nuclear degradation^37^. Consistently, ChIP analysis employing anti-Pol II antibody showed unchanged levels of Pol II between WT and *cbp80Δ* cells (Supplementary Fig. 2f).

Overall, we conclude that the synthesis of box H/ACA snoRNA requires m^7^G cap. In contrast, this structure appears dispensable for the expression of box C/D snoRNA, but may still affect some steps in their 3ʹend maturation. The reduction of snR13 and snR65 3ʹextended precursors in *ceg1-63* suggests that cap removal from box C/D pre-snoRNA accelerates 3ʹprocessing.

### Rnt1 cleavage controls 3ʹends of RD box C/D snoRNA

Our data above suggest that RD box C/D snoRNA have their 5ʹcaps removed co-transcriptionally by Rnt1. Furthermore, cap presence is not required for the expression of box C/D snoR13 and snR65 though it may affect 3ʹend maturation. We tested by RNA-seq analysis if 5ʹend processing regulates 3ʹprocessing differently between WT and *rnt1Δ* strain where pre-snoRNA 5ʹends remain uncleaved. Notably, boxC/D snoRNA transcribed with 5ʹextensions as well as the last snoRNA from polycistronic TUs have short unprocessed extensions at their 3ʹends in *rnt1Δ* cells (Fig. 3a, Supplementary Fig. 3a and Supplementary Table 3). In contrast, 3ʹends of box C/D snoRNA transcribed without 5ʹextension and all box H/ACA snoRNA (including snoRNA transcribed with 5ʹextensions) were unaffected by *RNT1* deletion (Fig. 3b and Supplementary Fig. 3a). This RNA-seq analysis was confirmed by Northern blot analysis (Supplementary Fig. 3b). To compare 3ʹends in WT and *rnt1Δ*, we generated homogenous 5ʹends by prior RNase H digestion with oligonucleotides complementary to mature snoRNA 5ʹends. These data also show that in the *rnt1Δ* strain, although 5ʹextended pre-snoRNA are dominant, some 5ʹprocessed snoRNA are still generated (Supplementary Fig. 3b) by an alternative pathway (Fig. 1a).

**Fig. 3:**
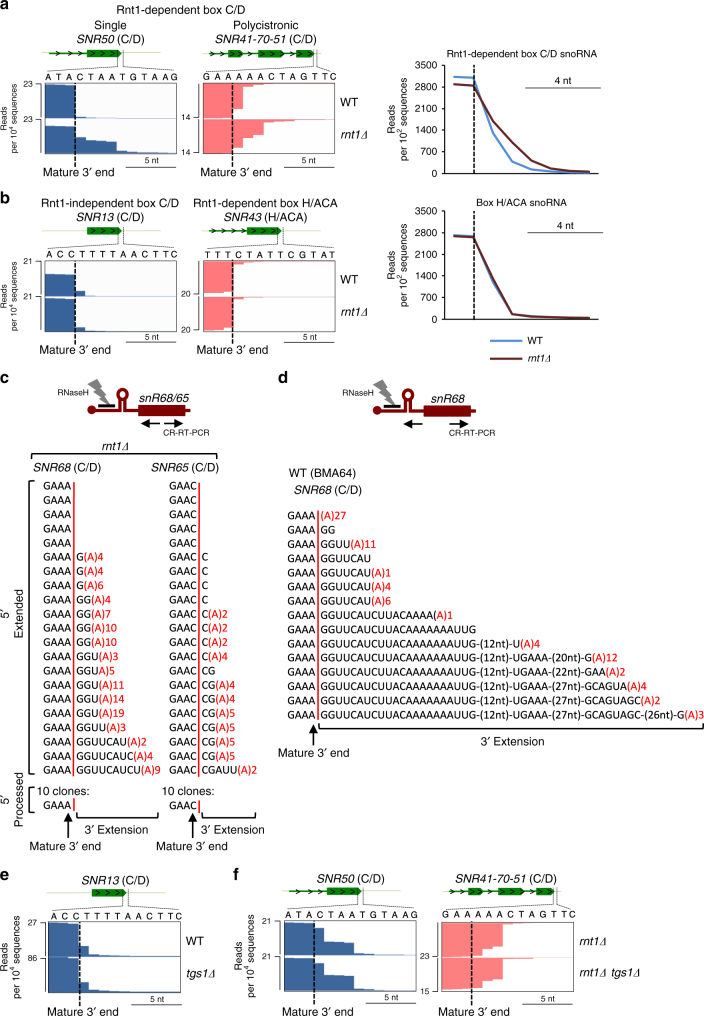
Lack of the 5ʹprocessing affects box C/D snoRNA 3ʹend maturation. RNA-seq analysis of **a** RD box C/D snoRNA and **b** Rnt1-independent box C/D snR13 as well as RD box H/ACA snoRNA 3ʹends in WT versus *rnt1Δ* strains. Metagene analyses are shown on the right. Dotted vertical lines denote mature 3ʹend. **c**, **d** CR-RT-PCR analysis as shown in diagram, for snR68 and snR65 in *rnt1Δ* and WT strain. Red vertical lines separate mature 3ʹends from 3ʹextension (post-transcriptionally added oligo(A) in red). **e**, **f** RNA-seq analysis of specified snoRNA 3ʹends in *tgs1Δ* and *rnt1Δ/tgs1Δ* strains. SnoRNA used for metagene analysis are listed in Supplementary Table 3

The proportion of transcripts unprocessed at their 3ʹend in *rnt1Δ* was measured by circular RNA RT-PCR (CR-RT-PCR) technique for box C/D snR68 and snR65 to simultaneously sequence the 5ʹ and 3ʹends of the same RNA molecule. This required snoRNA cap removal by RNase H digestion. PCR primers directed against the snoRNA mature sequence allowed detection of both pre- and mature snoRNA (Fig. 3c). CR-RT-PCR on RNA isolated from *rnt1Δ* showed that most 5ʹextended box C/D snR68 and snR65 possessed short, oligonucleotide extensions with an oligo(A) tail. In contrast, snoRNA with mature 5ʹends (presumably processed by the Rnt1-independent alternative pathway) have normally processed 3'ends. This analysis reveals that removal of RD snoRNA 5ʹextensions is critical for their 3ʹend trimming. Also, these RNA are oligoadenylated, implicating TRAMP4/5-activated Rrp6- and exosome-dependent digestion^38^. However, accumulation of oligo(A) tails in the *rnt1Δ* strain suggests that pre-snoRNA, which have not been processed at their 5ʹends, are stalled in 3ʹ–5ʹexonucleolytic processing.

We finally performed CR-RT-PCR on RNA from the WT strain using oligonucleotides located over the *SNR68* coding sequence and 5ʹextension to focus the analysis on the 3ʹends of unstable 5ʹextended pre-snoRNA (Fig. 3d). All sequenced clones had 3ʹextension from 2 to ~100 nucleotides, giving a range of precursors that extend to the transcription termination sites. No pre-snR68 with fully processed 3ʹends were detected, indicating that snoRNA 5ʹend processing precedes 3ʹend processing. CR-RT-PCR with the same primer set but for the *rnt1Δ* strain detected only short (up to 10 nt) oligoadenylated 3ʹextensions (Supplementary Fig. 3c).

Since most box H/ACA snoRNA retain their cap structure, which is later trimethylated by Tgs1^15,20^, we also tested if lack of Tgs1 affects 3ʹend formation of snoRNA. However, no 3ʹend processing defects were detected in the *tgs1Δ* mutant (Fig. 3e). *TGS1* loss did not enhance box C/D-specific 3ʹend processing defects as observed in the *rnt1Δ* strain (Fig. 3f). Overall, a clear interplay between Rnt1-dependent 5ʹend processing and 3ʹend exosome-dependent processing for RD box C/D snoRNA is evident.

### Cap retention impairs box C/D snoRNA processing

We wished to determine whether the 3ʹend processing defect in the *rnt1Δ* strain is caused by inactivity or absence of Rnt1. *SnR68Δ* strain was transformed with plasmids expressing either WT or a snR68 stem-loop mutant that is insensitive to Rnt1 processing^39^. Northern blot analysis of RNase H cleaved snR68 showed that the stem-loop mutation results in the same 3ʹend trimming defect as observed in the *rnt1Δ* mutant (Fig. 4a and Supplementary Fig. 3b). snR68 processing in the *rnt1-E320K* catalytic mutant^40^ generated aberrantly processed 3ʹends, like the *rnt1Δ* strain (Supplementary Fig. 4a). These results show that RD box C/D snoRNA 3ʹend processing requires removal of 5ʹend extensions. We next investigated if unprocessed stem-loops in the 5ʹextension somehow interfere with 3ʹend exonucleolytic processing. We therefore generated a strain with the *GAL1* promoter and its 5ʹUTR integrated upstream of box C/D *SNR13* (*GAL1U::SNR13* strain) (Fig. 4b). *GAL1* transcription formed a hybrid *GAL1* UTR-snR13 RNA (snR13e). In a second strain, box H/ACA *SNR3* was placed between the *GAL1* UTR and *SNR13* (*GAL1U::SNR3::SNR13*). Processing of these two artificially extended snoRNA genes was compared to the unmodified snR13 also expressed from a *GAL1* promoter, lacking the UTR sequence (*GAL1::SNR13*) (Fig. 4b). Northern blot analysis revealed that the presence of *GAL1* UTR at the 5ʹend of snR13e inhibited 3ʹend trimming, while snR13 synthesized without the 5ʹextension was normally processed. As before, we generated homogenous 5ʹends by specific RNase H digestion (Fig. 4b). Surprisingly, 5ʹextended hybrid box H/ACA snR3- C/D snR13e was also correctly 3ʹend trimmed. This indicates that the presence of box H/ACA snR3 enables correct processing of *GAL1* UTR-snR3-snR13 dicistronic snoRNA by overriding the adverse impact of a capped 5ʹextension. Consistently, *SNR3* transcribed with the *GAL1* UTR did not display processing defects compared to WT (Fig. 4c and Supplementary Fig. 4c). It appears that the mere presence of a capped 5ʹextension affects Rrp6-dependent 3ʹprocessing of box C/D, but not H/ACA snoRNA. This is consistent with the *rnt1Δ* strain data where box H/ACA snoRNA 3ʹend processing is unaffected by the presence of 5ʹextensions (Fig. 3b).

**Fig. 4:**
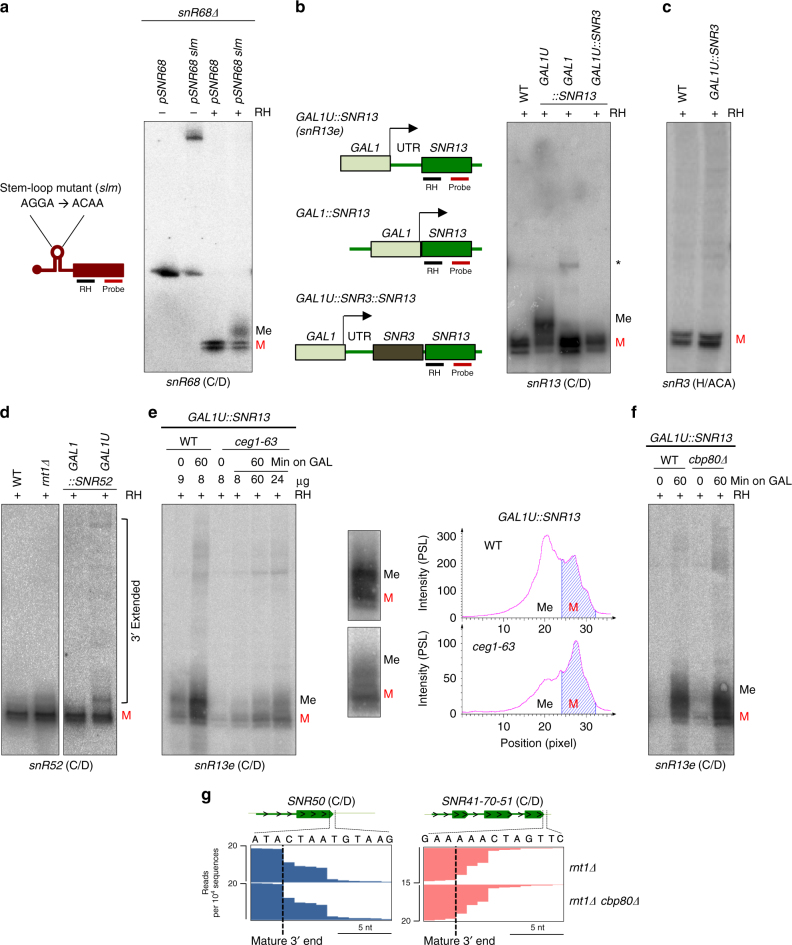
Capped 5ʹextension affects box C/D pre-snoRNA 3ʹend processing. **a** Northern blot of WT snR68 or mutated in the stem-loop. Oligonucleotides used for RNase H cleavage and detection are indicated on the left. **b** Northern blot of *SNR13* modified strains. Diagram on the left shows variants of endogenous *SNR13* expressed from ectopic *GAL1* promoter and oligonucleotides used for RNase H cleavage and detection. Asterisk marks incompletely digested snR13. **c** Northern blot analysis of *SNR3* expressed from *GAL1* promoter. **d** Northern blot analysis of snR52 transcribed from endogenous (Pol III-dependent) and *GAL1* promoter in *rnt1Δ* and WT strains. **e** Northern blot and quantitation of snR13e transcripts in *ceg1-63* strain. Amount of RNA loaded on the gel is indicated above the radiogram. Blue stripes on the hybridization profiles indicate the area covering 3ʹprocessed snR13e. **f** Northern blot of snR13e expressed in *cbp80Δ* strain. **g** RNA-seq showing snoRNA 3ʹends in *rnt1Δ cbp80Δ* strain. **a**–**f** RNA was treated with RNAse H to create homogenous 5ʹends. M denotes snoRNA with mature 3ʹends; Me denotes snoRNA with 3ʹend extensions

We next tested if pre-snoRNA cap and CBC disturb the 3ʹend formation of box C/D snoRNA. Northern blot and RNA-seq analyses show that snR52, transcribed as an uncapped 5ʹextended precursor by Pol III, is normally processed at the 3ʹend in the *rnt1Δ* strain (Fig. 4d and Supplementary Fig. 4d,e). Also, snR52 transcribed from the Pol II-dependent *GAL1* promoter was correctly trimmed at the 3ʹend when its transcription start was immediately followed by the snoRNA mature sequence. However, artificial extension of snR52 with the *GAL1* UTR as in our modified *snR13* constructs (Fig. 4b) resulted in accumulation of 3ʹextended RNA (Fig. 4d). Here, 3ʹunprocessed snR52 were longer and more heterogeneous than with other C/D snoRNA. Possibly Pol III-dependent *SNR52* does not possess a typical NNS terminator, so that 3ʹextended snR52 species represent read-through transcripts.

To test if lack of m^7^G cap synthesis restores 3ʹend processing of snR13e, *GAL1U::SNR13* transcription was tested in the *ceg1-63* strain to impair m^7^G cap synthesis^35^. Induced levels of snR13e in *ceg1-63* decreased 3-fold compared to WT (Fig. 4e). Possibly exonucleolytic degradation over the *GAL1* UTR compromised snoRNP formation, resulting in enhanced degradation of snR13e. Read quantitation over the mature and 3ʹuntrimmed snR13e show that in WT, 3ʹunprocessed snR13e was more abundant than the mature fraction, while in *ceg1-63* this effect was reversed (Fig. 4e). This suggests that a retained cap structure causes the snR13e 3ʹend processing defect. Reduction in the 3ʹuntrimmed species was not observed during snR13e induction in the *cbp80Δ* strain, where CBC functions are compromised (Fig. 4f). Consistently, RNA-seq analysis of *rnt1Δ/cbp80Δ* did not reveal enhanced 3ʹend processing of RD box C/D snoRNA (Fig. 4g). Overall, we show that m^7^G cap, but not associated CBC, present on the box C/D snoRNA precursor interferes with the final step of 3ʹend processing.

### 5ʹend processing controls snoRNA cellular fate

SnoRNA 3ʹend processing is mediated by the combined exonucleolytic activities of the exosome core and Rrp6^13,14^. Our results indicate that snoRNA capped 5ʹextensions block snoRNA 3ʹend processing. Possibly 5ʹunprocessed RD box C/D snoRNA are exported to the cytoplasm (mimicking mRNA), thereby preventing nuclear Rrp6-dependent trimming. To determine the cellular localization of mature and 5ʹextended box C/D and H/ACA snoRNA in *rnt1Δ*, we employed fluorescence in situ hybridization (FISH) analysis using fluorescent oligonucleotide probes complementary to mature or 5ʹextended snoRNA sequence. A probe targeting box C/D snR68 5ʹextension showed that pre-snR68 was distributed across the whole *rnt1Δ* cell (Fig. 5a). Hybridization with a probe against snR68 mature sequence also showed some cytoplasmic mislocalization of snR68. This indicates that 5ʹextended box C/D pre-snoRNA are exported from the nucleus in the *rnt1Δ* strain. The control FISH analysis in WT cells revealed that pre- and mature snR68 are localised in the nucleus (Fig. 5a). Note that the probe targeting mature snR68 showed no off-target specificity (Supplementary Fig. 5a). In contrast, precursor and mature RD box H/ACA snR43 and Rnt1-independent box C/D snR13 were exclusively nuclear in *rnt1Δ* cells (Fig. 5b,c). Moreover, box C/D-associated protein Nop1 was normally localized in *rnt1Δ* (Fig. 5d). Note that Rnt1-dependent snoRNA did not display strict nucleolar localization, reflecting the complex maturation of these snoRNA.

**Fig. 5:**
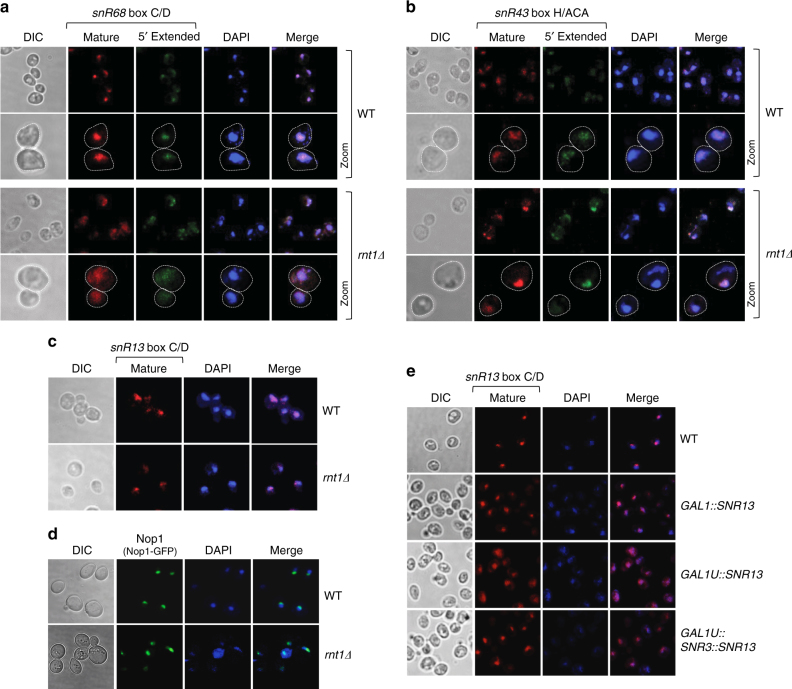
5ʹextended capped box C/D pre-snoRNA are mislocalized. Localization of **a** Rnt1-dependent box C/D snR68, **b** box H/ACA snR43 and **c** Rnt1-independent box C/D snR13 in *rnt1Δ* versus WT strains; FISH analysis. Probes against snoRNA mature sequence visualize both mature and pre-snoRNA, while probes complementary to the 5ʹextension detect only 5ʹextended precursors. **d** Nop1-GFP nuclear localization in the *rnt1Δ* strain. **e** Cellular localization of snR13 expressed from variant extensions of *GAL1* promoter. The same probe against snR13 mature sequence was used for all strains. Nuclei were visualised by DAPI staining. DIC denotes differential interference contrast

We also performed FISH analysis for snR13 in strains where *SNR13* was expressed from the different *GAL1* promoter variants (Fig. 5e and Fig. 4b). In the WT snR13 was localized as nuclear foci. Although snR13 transcribed from the *GAL1* promoter was not restricted to the nucleolus, it was present exclusively in the nucleus. However, the 5’extended snR13e generated in the *GAL1U::SNR13* strain was localized to both nucleus and cytoplasm. Consistent with previous results, the presence of box H/ACA snR3 upstream of snR13 supressed this effect, as snR3-snR13e hybrid was detected only in the nucleus. These reporter construct data reinforce and confirm FISH results for *rnt1Δ* showing that 5ʹend processing regulates nuclear localization of box C/D snoRNA.

Our cell imaging results demonstrate that 5ʹend processing of RD box C/D snoRNA precursors is critical for nuclear localization. In effect, Rnt1-dependent cleavage signals the cellular fate of snoRNA versus mRNA.

### 5ʹextended box C/D snoRNA precursors are non-functional

Efficient expression of box C/D snoRNA is required to achieve full methylation of rRNA. Consequently, if 5ʹextended box C/D snoRNA is mislocalized away from the nucleolus, this should impede rRNA synthesis. We therefore tested if disruption of snoRNA 5ʹend processing affects rRNA 2'-O-methylation in *rnt1Δ* strain. To determine the methylation levels of three clusters of methylated nucleotides in 25S rRNA (Fig. 6a), we employed a quantitative RT-PCR approach using low nucleotide concentrations for reverse transcription^41^ (RTLN-qP) (Fig. 6b). Low nucleotide concentration causes RT blockage at the sites of RNA methylation^41^. Thus, levels of cDNA synthesised at low dNTP concentration over a particular RNA position, compared to normal concentration, indirectly measure RNA methylation. In qPCR analyses, the number of PCR cycles (threshold cycle; Ct) required to detect DNA effectively quantitates cDNA levels. In WT, methylation of 25S rRNA delayed Ct from region 2 and 3 by ~2 cycles and for region 4 by almost 7 cycles. In contrast, in *rnt1Δ* Ct for RT-LN products were delayed by only 0.36 cycle for region 2 and 3 and by 1.7 cycle for region 4 (Fig. 6c). Overall, the amounts of cDNA synthesized over methylated nucleotide clusters in low dNTP conditions in *rnt1Δ* were approximately 4–16 times higher than in the WT, indicative of inefficient 25S rRNA methylation in the *rnt1Δ* strain. RTLN-qP analysis of 25S rRNA in *rrp6Δ* cells indicate that the lack of 3ʹend trimming itself has no effect on box C/D snoRNP enzymatic activity (Supplementary Fig. 6a).

**Fig. 6:**
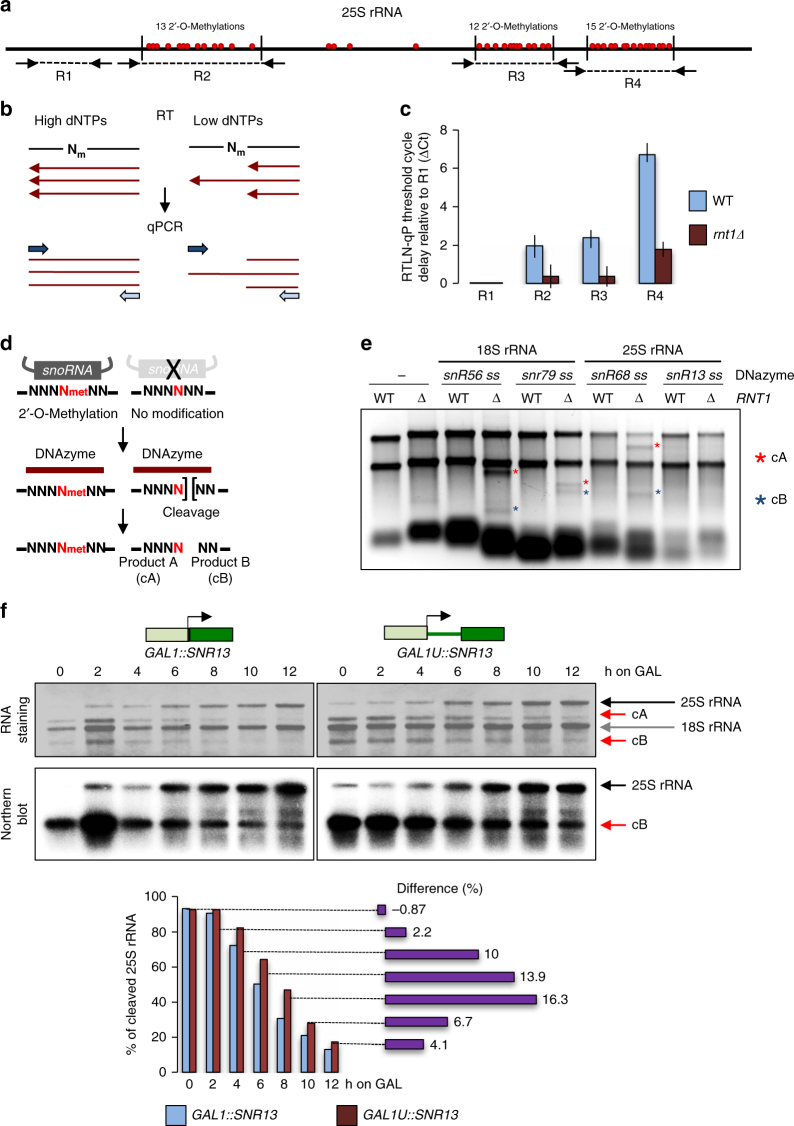
Lack of snoRNA 5ʹprocessing affects 2'-O-methylation of rRNA. **a** Diagram showing 25S rRNA methylation sites and amplicon locations for RTLN-qP analysis (R1–4). **b** Principles of RTLN-qP technique showing that reverse transcriptase pauses and terminates upstream of modified nucleotide at low dNTP concentration. **c** Delay in RTLN-qP threshold cycle (Ct) of amplicons located over the 25S rRNA methylation clusters in WT versus *rnt1Δ* strains reflecting cDNA levels. The R2–R3 Ct were normalized to the delay of RTLN-qP reaction over non-methylated R1 giving a ΔCt value as graphically presented. Average from three independent biological replicates is shown. Error bars represent standard deviation. **d** Diagram illustrating DNAzyme-dependent cleavage assay. **e** Analysis of site-specific 18S and 25S rRNA methylation using DNAzyme-dependent assay. RNA was visualised by EtBr staining in a denaturing agarose gel. Cleavage products cA and cB are marked by asterisks. **f** Kinetics of snR13-dependent 25S rRNA methylation mediated by WT snR13 and 5ʹextended snR13e revealed by Northern blot of DNAzyme-dependent cleavage. Upper panels show methylene blue staining of RNA transferred on the membrane while lower panels are Northern blot using oligo probe located downstream of the snR13-dependent methylation sites. Arrows indicate 25S and 18S rRNA positions as well as products of the DNAzyme-dependent cleavage of 25S rRNA (fragments cA and cB). Quantification of the Northern blot indicating percent of cleaved mature 25S rRNA is shown below

We also tested site-specific 2'-O-methylation levels of 25S and 18S rRNA in the *rnt1Δ* strain using the 8–17 and 10–23 DNAzyme-dependent approaches^42^. DNAzymes are single stranded DNA which form a stem-loop structure around target RNA, cleaving RNA complementary to the junction of the loop arms, either downstream of guanine (8–17 DNAzyme) or between the purine and pyrimidine nucleotides (10–23 DNAzyme). Methylation of the nucleotide located downstream of the cleavage site strongly inhibits DNAzyme activity (Fig. 6d)^42,43^. RNA isolated from *rnt1Δ* strain revealed that DNAzymes targeting snR56- and snR79-site specific methylation in 18S rRNA as well as snR68-site specific methylation in 25S rRNA (Supplementary Fig. 6b) partially cleaved rRNA, generating cleavage products cA and cB (Fig. 6e). RNA from the WT strain was resistant to DNAzyme-dependent cleavage, implying complete methylation of rRNA. To exclude a general defect in rRNA processing we analysed the snR13-specific methylation site of 25S rRNA in the *rnt1Δ* strain. No cleavage products were detected for RNA either in WT or *rnt1Δ* strains, indicating that Rnt1-independent snR13 is unaffected in the *rnt1Δ* strain (Fig. 6e). Overall, these data show that lack of 5ʹend processing affects RD box C/D snoRNA function. Note that rRNA in the *rnt1Δ* strain is still methylated to some extent as pre-snoRNA can be inefficiently processed at its 5ʹend by the alternative pathway. Consistently, endonucleolytic maturation of pre-rRNA mediated by U14 snoRNA (snR128)^44^, which is processed from pre-snR190-snR128 dicistronic transcript^17^, is kinetically delayed in *rnt1Δ*^45^. Moreover, our RNA-seq analysis shows that U14 levels are much higher when compared to other snoRNA in both WT and *rnt1Δ* strains (Supplementary Fig. 6c). We predict that U14 is processed by an alternative pathway in *rnt1Δ* cells, so it can separately, or as a 5ʹtruncated snR190-snR128 dicistron, process pre-rRNA.

We also tested if site-specific snR13-dependent methylation of 25S rRNA was affected in the strain expressing 5ʹextended snR13e (Fig. 6f). SnR13 guides methylation of two adjacent adenines at positions 2280 and 2281 in 25S rRNA^8^. Since the nucleotide following the second adenine is a pyrimidine (U), we analysed snR13-mediated methylation at this position using the 10–23 DNAzyme (Supplementary Fig. 6d)^42^. SnR13-dependent rRNA methylation in *GAL1::SNR13* strains occurs at the same level as in WT when grown in galactose-containing medium (Supplementary Fig. 6e), so reflecting physiological conditions. The dynamics of snR13-depedendent methylation of 25S rRNA during transcriptional induction of normal snR13 and 5ʹextended snR13e was analysed by Northern blot of RNA samples collected at different time points, following incubation with the DNAzyme targeting snR13-dependent methylation site (Fig. 6f). All 25S rRNA species were detectible by RNA staining on the membrane, while hybridization with a radioactive probe complementary to the region downstream of the cleavage site, detected only full-length 25S and cB product. Prior to *SNR13* induction, in both strains 25S rRNA was almost completely digested by the DNAzyme targeting the snR13-dependent site, indicating low levels of snR13-dependent rRNA methylation. During transcriptional induction of *SNR13*, 25S rRNA became gradually resistant to the DNAzyme activity, reflecting methylation of newly synthesized 25S rRNA. This process was clearly quantitatively slower in the strain expressing 5'extended snR13e (*GAL1U::SNR13*) (Fig. 6f). Analysis of snR13 and snR13e levels shows that snR13e did not accumulate as much as WT snR13 in the later time points (0.8× fold lower after 10 and 12 h of induction) (Supplementary Fig. 6f). However, 25S rRNA became equally resistant to DNAzyme cleavage after about 12 h, which suggests sufficient accumulation of functional snR13e. These data demonstrate that snR13e expression induces a specific rRNA methylation defect. We can infer that RD box C/D snoRNA requires 5ʹend processing to be fully functional.

## Discussion

Pol II generates a wide range of ncRNA which display different cellular fates to mRNA. Mechanisms, which differentiate their RNA metabolism, are crucial to direct their correct maturation pathways. Distinguishing mRNA and ncRNA is often achieved by distinct transcription termination pathway leading either to RNA stabilization or degradation. We describe an additional mechanism for the snoRNA of *S. cerevisiae* which involves their co-transcriptional cleavage by Rnt1. While m^7^G cap is an essential element for mRNA, it is removed from Rnt1 dependent (RD) box C/D pre-snoRNA to facilitate their independent maturation and function.

NNS-dependent transcription termination releases Pol II from non-coding TUs and also recruits enzymatic activities required for their 3ʹend processing such as the TRAMP complex, which oligoadenylates RNA to stimulate degradation by the nuclear exosome^21,38^. NNS also interacts with the Rnt1 endonuclease^24^, implying a further role in Rnt1 recruitment. We show that Rnt1 is co-transcriptionally recruited over snoRNA 3ʹends together with NNS, even though it acts at the 5ʹends of these transcripts (Fig. 1c–e). The detection of RNA 3ʹends generated by Rnt1 over RCS while associated with transcribing Pol II (Fig. 1g) indicates that Rnt1 cleaves pre-snoRNA co-transcriptionally. Possibly, delayed recruitment of Rnt1 to snoRNA 3ʹends ensures that they remain unprocessed at their 5ʹends until snoRNP assembly occurs. NNS also co-purifies with the CBC^21^. However, CBC is recruited to snoRNA genes at an early stage of transcription (Fig. 1c–e) as occurs for protein-coding genes^26^. CBC–NNS interactions may play post-transcriptional roles by recruiting the exosome to trigger nuclear RNA degradation^37^. The pausing of Pol II over NNS-dependent terminators^12^ may create a time window prior to RNA release from the DNA template. This allows snoRNP assembly and recruitment of factors required for subsequent maturation. Therefore, snoRNA terminators emerge as processing hubs that not only mediate transcription termination but also define this class of Pol II-dependent transcript as snoRNA.

Our data indicate that the removal of m^7^G cap is pivotal to inform the transcription machinery that the nascent RNA is not mRNA, so committing it to the RD box C/D snoRNA maturation pathway. Consequently, Rnt1-dependent cleavage at the 5ʹends of box C/D pre-snoRNA regulates 3ʹend processing and nuclear retention (Figs 3 and 5). In effect, the presence of cap (or associated proteins) emerges as a checkpoint in RD snoRNA synthesis. We hypothesise that m^7^G may compete with box C/D snoRNP proteins to signal the transcription machinery to direct the transcript to either mRNA or snoRNA maturation pathways (Fig. 7).

**Fig. 7:**
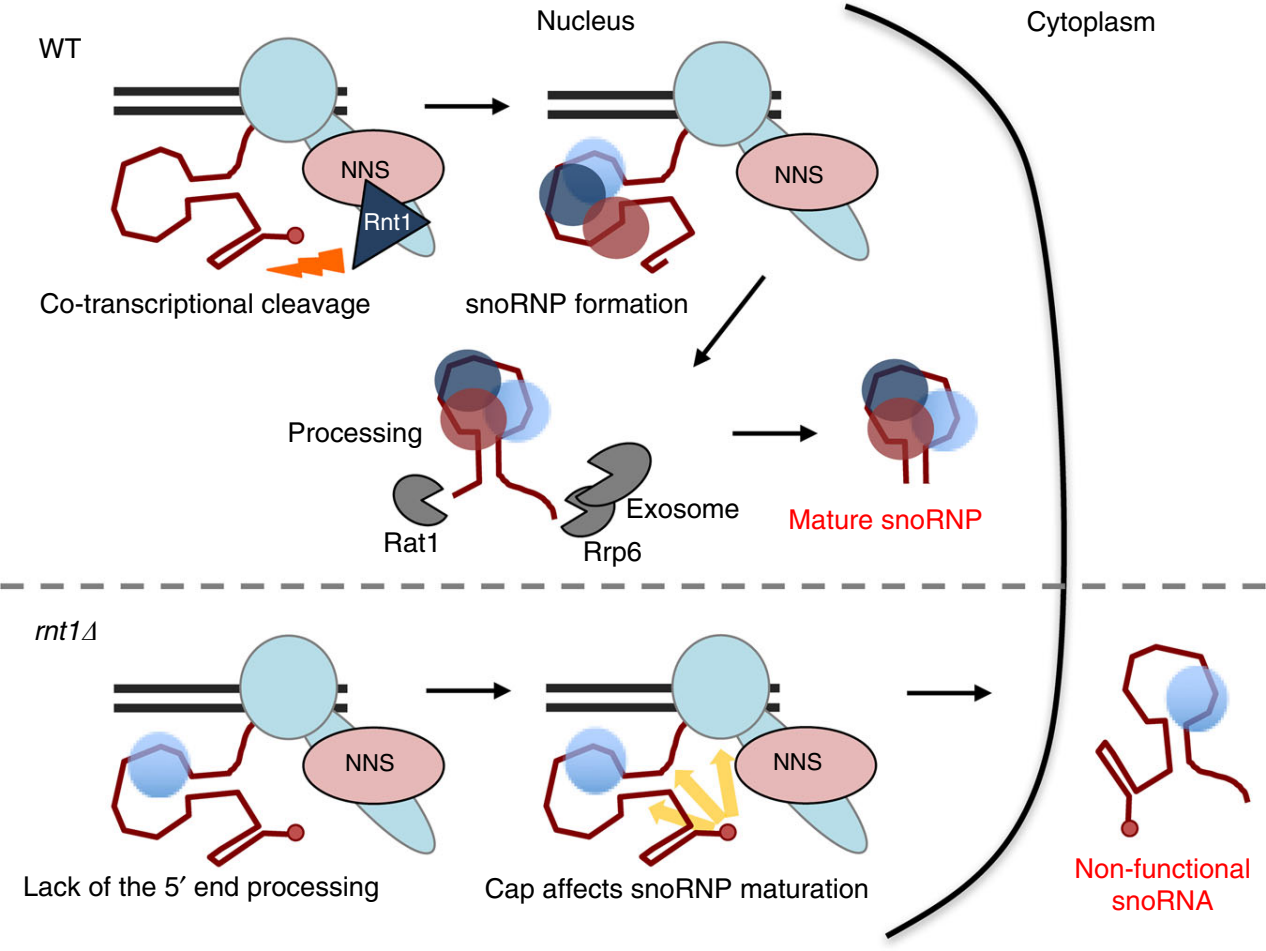
Model for box C/D snoRNA maturation in yeast. Co-transcriptional cleavage mediated by Rnt1 removes the cap structure from box C/D pre-snoRNA and so directs the precursor to the snoRNP synthesis pathway in WT cells. In the *rnt1Δ* strain, retained m^7^G cap marks the RD box C/D pre-snoRNA as mRNA resulting in cytoplasmic localization of 5ʹ and 3ʹunprocessed snoRNA

In the case of box C/D snoRNA where the TSS is adjacent to the mature snoRNA sequence (snR13, 4, 45 and 17), immediate association of snoRNP proteins may prevent conformational changes in the Pol II complex mediated by cap, which would otherwise classify the nascent transcript as mRNA. Therefore, these snoRNA remain capped at their 5ʹends^15^. In all cases the presence of m^7^G had no effect on 3ʹend processing. Consistently, snR13 artificially extended at the 5ʹend with the *GAL1* UTR (snR13e) was unprocessed at the 3ʹend while snR13 transcribed from the *GAL1* promoter lacking the UTR was normally processed  (Fig. 4b). In contrast to most C/D snoRNA, 5ʹcaps are essential for box H/ACA snoRNA synthesis (Fig. 2b,e) and furthermore their 3ʹend processing is unaffected by cap retention (Fig. 3b). This reflects the genomic organization of box H/ACA snoRNA where Rnt1-dependent 5ʹend processing is rare and their 5ʹends are defined by transcription initiation with the cap structure remaining during subsequent processing. However, mature capped box H/ACA and Rnt1-indpendent box C/D snoRNA have an altered cap structure^15^ modified by Tgs1, which converts m^7^G cap into trimethylated cap (TMG)^20^. It is plausible that Tgs1 modifies cap in order to disturb m^7^G-CBC interactions^46^. Finally, our studies on yeast snoRNA synthesis indicate that CBC is not required for this process even though CBC was previously shown to enhance transcription termination and processing of human snRNA^22,23^.

It is informative to consider the evolution of snoRNA gene arrangement and prevalence in eukaryotes. Notably, snoRNA numbers increase with organism complexity. *S. cerevisiae* has 77 while *Drosophila melanogaster* has 227 snoRNAs. Remarkably humans are estimated to possess 450–700 snoRNA genes ^47,48^. Conversely, the fraction of independently transcribed snoRNA decreases with organism complexity, being replaced by either polycistronic TUs or intronic localization. In *S. cerevisiae*, only 10% of 77 snoRNA are located within the introns of protein coding genes^7,8^, while in the human genome most snoRNA are intronic^7,47,48^. Such an intronic localization of snoRNA may have evolved to facilitate co-expression with host ribosomal protein coding genes^47,49^. However, host genes for snoRNA appear to correlate with expression levels rather than gene ontology. In general, snoRNA that modify abundant rRNA are located in the introns of highly transcribed protein-coding genes, so providing high expression levels^50^. Why evolution has selected against independently transcribed snoRNA genes in higher eukaryotes and led to a loss of dedicated snoRNA promoters remains unknown. We show that the cap structure may be used to distinguish box C/D snoRNA from mRNA and so specify correct maturation pathways. Possibly, this may have contributed to the evolutionary pressure to remove independent transcription initiation sites for many snoRNA. Since m^7^G cap does not affect box H/ACA snoRNA maturation, apparently cap removal may be only one of several ways to shape genomic organization and processing pathways of snoRNA genes in higher organisms.

## Methods

### Yeast strains construction

Yeast strains used in this work are listed in Supplementary Table 4. The transformation procedure was as described^51^ using standard lithium acetate method. Strains were generated by a one-step PCR procedure^52^. To construct strains expressing snoRNA from an inducible *GAL1* promoter, the region of the *GAL1* promoter was amplified by PCR using the *pFA6a-KanMx6-pGAL1* plasmid. The *GAL1*-snoRNA modules were then further transferred between strains by amplification of the *GAL1*-snoRNA cassette on the genomic DNA template followed by transformation into yeast.

### Yeast growth conditions

Strains were grown at 23 °C or 30 °C in YPD medium (1% yeast extract, 2% Bacto-peptone, 2% glucose) to mid-exponential phase. Strains containing conditional temperature-sensitive alleles were pre-grown at 23 °C, up to mid-exponential phase and transferred to 37 °C. Transcription from *GAL1* promoters was induced by addition of 2% galactose to yeast cultures pre-grown in minimal SC (0.67% yeast nitrogen base, supplemented with required amount of amino acids and nucleotide bases) containing 2% raffinose and 0.08% glucose. Each experiment was biologically replicated unless otherwise stated.

### RNA methods

Total RNA from yeast cells was isolated using a hot phenol procedure^53^. Northern hybridization was essentially as described^54^. 8 μg of total RNA was separated on 6% denaturing polyacrylamide-urea gels, electro-transferred (TransBlot Biorad, 100 mA for 45 min) onto nylon membranes (GE Healthcare) and hybridized using PerfectHyb buffer (Sigma) with oligonucleotides labelled with ^32^P at their 5ʹends. Overnight hybridization at 42 °C was followed by three washes with 6xSSPE. Hybridization signals were visualized and quantified using FLA5000 imaging system (Fuji). In most cases images were cropped on their edges in Photoshop. Raw, uncropped images from main figures are shown in Supplementary Fig. 7. Oligonucleotide probes used for hybridizations are listed in Supplementary Table 5. RNase H treatment was as described previously^14^, briefly 10 mg of RNA in 1 × RNase H buffer was incubated with 1 pmol of oligo for 10 min at 65 °C and cooled down to 30 °C. Next 10 U of RNaseH (NEB) was added and RNA was digested for 1 h. For RNA-seq, 5 μg of total RNA was rRNA-depleted using Ribo-Zero kit from Illumina. The so obtained rRNA-depleted fraction (100–500 ng) was used to prepare libraries employing Ion Total RNA-seq Kit v2 (Thermo Fisher) and subsequently sequenced using the Ion Proton system.

### ChIP and ChIP-seq

Chromatin was precipitated as previously described^14^. 100 ml of culture (OD_600_ = 0.4–0.8) was crosslinked with 1% (v/v) formaldehyde at room temperature for 20 min and quenched with 375 mM glycine for 5 min. Cells were resuspended in 1 ml of cold FA1-lysis buffer (50 mM HEPES-KOH pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, protease inhibitors (Complete, Roche)) and disrupted with 300 µl of zirconia beads using a MagnaLyser (three times for 30 s at maximum speed with 5 min rest period on ice between runs). The lysate was diluted with 1 ml of FA1-lysis buffer and sonicated in a Bioruptor sonicator (Diagenode) for 15 min (15 s on, 15 s off) set at medium level. The lysate was clarified by 40 min spin at 16000 × g at 4 °C. 500 µl of the extract was diluted 5 times with FA-1 buffer and 1 ml was incubated overnight at 4 °C with 10 µl anti-Myc (ab9132, Abcam) or 1 µl anti-Rbp3 (1Y26, Neoclone) antibody. Next extract was incubated with a 1:1 mix of 60 µl of Dynabeads Protein G and A (Invitrogen) for 2 h at 4 °C. Beads were washed four times at room temperature with 1 ml of FA1-lysis buffer and once with 1 ml FA2-lysis buffer (50 mM HEPES-KOH pH 7.5, 500 mM NaCl, 1 mM EDTA, 1% Triton X-100, and 0.1% sodium deoxycholate), ChIP wash buffer (10 mM Tris-HCl pH 8.0, 250 mM LiCl, 1 mM EDTA, 0.5% Nonidet P-40, 0.5% sodium deoxycholate) and TE (10 mM Tris-HCl pH 8.0, 1 mM EDTA). Beads were resuspended in 100 µl of ChIP elution buffer (50 mM Tris-HCl pH 7.5, 10 mM EDTA, 1% SDS) and samples, including 20 µl of the input sample, were incubated with 40 µg of Proteinase K (Bioline) for 2 h at 50 °C and 6 h at 65 °C. For RNase treatment the diluted extract was incubated with or without RNase A (10 U, Qiagen) and T1 (500 U, Roche) at 37 °C for 1 h. Extracts were then incubated overnight at 4 °C, then for 2 h with 4 µl anti-Myc (ab9132, Abcam) or 1 µl anti-Rbp3 (1Y26, Neoclone) antibody. Next the extract was incubated with a 1:1 mix of 25 µl of Dynabeads Protein G and A (Invitrogen) for 2 h at 4 °C. Washes were performed as above. Beads resuspended in elution buffer with Proteinase K were incubated 2 h at 56 °C and 12 h at 65 °C. DNA was purified using the commercial clean-up kit (Qiagen). For ChIP-seq analysis at least four IPs were pooled and used for subsequent treatment. The libraries for ChIP-seq were prepared using NEBNext ChIP-seq Library Prep (NEB) and sequenced on Illumina HiSeq400 by the High Throughput Genomics Group, University of Oxford. ChIP followed by qPCR analyses are shown as an average of three independent biological replicates.

### Bioinformatics methods

*S*. *cerevisiae* genome, scaCer3 (April 2011) was downloaded from UCSC (http://hgdownload-test.cse.ucsc.edu/goldenPath/sacCer3). Gene boundaries were obtained from the Saccharomyces Genome Database (SGD, http://www.yeastgenome.org/) for the same version.

Mapping RNA-seq sequencing reads: For Ion Torrent RNA-seq sequencing, single-end reads were mapped to sacCer3 genome using two-step alignments. First, the reads were aligned with TopHat^55^. Second, the resulting unmapped reads from the first step were extracted and aligned with Bowtie2^56^ with --very-sensitive-local and --local options. Uniquely mapped reads with no mismatches and mapping quality ≥30 from both steps were then combined using SAMtools merge^57^. Number of reads mapped to each gene was normalized to its length and total number of genome-aligned reads (RPKM value, Reads Per Kilobase of exon model per Million mapped reads). The bigWig tracks from the resulting normalized samples were visualized in a custom UCSC Genome Browser track data hub, hosting the sacCer3 reference genome.

ChIP-seq data analysis: For Chip-seq, paired-end reads for each sample were mapped to the sacCer3 genome (UCSC, downloaded from http://hgdownload-test.cse.ucsc.edu/goldenPath/sacCer3) using the Bowtie2 alignment software. Uniquely mapped reads with a mapping quality ≥30 were retained for further analysis. Peaks were called using Model-based Analysis, MACS2^58^ for ChIP-Seq with default options. Only those peaks with *q*-value below 0.05 were retained for further analysis. This resulted in 1238 peaks for Rnt1 and 3801 peaks for Cbp20.

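The deposited list of replicate 1 holds these numbers of peaks for both proteins, and the lists of replicate 2 hold 1741 peaks for Rnt1 and 3648 for Cbp20. The peaks covered 5.92% and 9.98% of the 12071326 bp nuclear genome for Rnt1 in replicates 1 and 2, and 23.1% and 21.6% for Cbp20. Median peak widths were 349 bp and 444 bp for Rnt1 and 484 bp and 498 bp for Cbp20. The narrowest peak was 146 bp in both lists of replicate 1 and 199 bp in both lists of replicate 2. Of the Rnt1 peaks of replicate 1, 95.3% (95% exact binomial interval 94.0 to 96.4) overlapped a peak of replicate 2 by at least 1 bp, and 59.2% (56.8 to 61.5) of those of replicate 2 overlapped one of replicate 1. For Cbp20 these shares were 80.3% (79.0 to 81.5) and 87.9% (86.8 to 88.9). The bases shared between replicates were 0.536 of all bases under a peak in either for Rnt1 and 0.730 for Cbp20 (Jaccard index). These intervals cover counting error alone.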

Data visualization: Metagenes showing 3ʹend of Rnt1-dependent box C/D snoRNA and Rnt1-independent box C/D and H/ACA snoRNA was generated by plotting normalized read counts around annotated 3ʹend for sense strand relative to the direction of gene transcription. For box H/ACA snoRNA metagene snR30 and snR35 were discarded due to their very high signals relative to the other box H/ACA snoRNA. Next average reads from *rnt1Δ* were normalised to the average reads of the last 6 nucleotides from the coding sequence in WT by a factor 1.73. NET-seq data for wildtype yeast BY4741 was downloaded from GSM617027. Normalized read counts were calculated for sense and antisense strands, relative to the direction of gene transcription for a region of 25 bp upstream and downstream of annotated AGNN positions and plotted. SnoRNA used for metagene analysis are listed in Supplementary Table 3.

### Circular RNA RT-PCR analysis

If required 5ʹcap was removed by RNAse H treatment in the presence of specific oligonucleotide. Next 10 μg of total RNA was circularized using 30 U of T4 RNA ligase (NEB) in 37 °C for 1 h in total volume of 30 μl. CR-RNA was purified by phenol followed chloroform extraction, precipitated and suspended in 10 μl H_2_O. 1 μl of RNA was used for cDNA synthesis (AMV, Promega). Primers used for reverse transcription and PCR are listed in Supplementary Table 5 (primers for RT are marked as “RT”). PCR products were purified and then cloned into pGEM easy vector (Promega). Isolated clones were sequenced using T7 primers.

### Fluorescent in situ hybridization

Strains were grown in YPD medium at 25 °C to log phase. Cells in 10 ml of medium were prefixed with 37% formaldehyde (final concentration 4%) for 15 min and harvested by spinning down. Cells were fixed in 5 ml of solution A (4% paraformaldehyde, 0,1 M KPO_4_ (pH 6,5), and 5 mM MgCl_2_) for 3 h. Next cells were washed twice with solution B (1,2 M sorbitol and 0,1 M KPO_4_, pH 6,5), resuspended in 0,5 ml of solution B with 0,05% β-mercaptoethanol and freshly prepared Lyticase (Sigma Aldrich), digestion was performed at 37 °C for 20 min. Cells were washed tree times in ice cold solution B, and then resuspended in 0,3 ml of solution B and stored overnight at 4 °C. Spheroplasts were plated to the wells of white glass slides printed with Epoxy (Thermo Scientific™ Diagnostic Slides) that had been covered with a 0,1% poly-l-lysine-containing solution (Sigma Aldrich). Cells were washed with 70, 90 and 100% ethanol for 5 min respectively. Pre-hybridization was conducted in humid chamber for 2 h at 37 °C in buffer containing 10% dextran sulphate, 0,2% BSA, 2 × SSC), 125 μg *Escherichia coli* tRNA/ ml, 0.5 mg/ml single—strand DNA denatured (95 °C for 3 min.) and Ribolock 1 U/ul (Thermo Scientific). The same buffer was used for hybridization with probes at final concentration 100 pg/ml. 30 nt long probes (listed in Supplementary Table 5) were labelled at their 5ʹend with fluorescent dye Alexa fluor 488 and Alexa fluor 647 (Sigma Aldrich). Hybridization was performed in humid chamber overnight at 37 °C. After hybridization cells were washed three times for 10 min with 2 × SSC at 37 °C and three times with 1 × SSC at room temperature. Cells were briefly washed with 4 × SSC containing 1% Triton X-100 followed by two more washes with 4 × SSC, each wash lasting for 10 min. Nuclei were stained with 0.1 μg/ml DAPI in 1 × PBS. Slides were then mounted with VECTRASHIELD Mounting Medium (Vector laboratories) and stored at −20 °C. Images were acquired using Carl Zeiss Axio Imager Z2 confocal microscope with 63 × NA 1.4 oil objective and Zen software. 3D datasets were generated by multiple 200 nm z stacks covering the entire cell volume. 2D datasets were obtained in ImageJ by maximum projection function.

### rRNA methylation analyses

Reverse Transcription at Low deoxyribonucleoside triphosphate concentrations followed by quantitative polymerase chain reaction (RTLN-qP) was performed as described previously^41^ with some modifications. Briefly 1 μg of total DNAse I treated RNA was incubated at 70 °C with 250 ng of random hexamers, chilled on ice and incubated at 25 °C for 5 min. Reverse transcription was performed using 20 U of AMV reverse transcriptase (Promega) in 1 mM (high concentration) or 5 μM (low concentration) of dNTPs at 42 °C for 1 h. This was followed by qPCR analysis using Sensimix master mix (Bioline). Oligonucleotides are listed in Supplementary Table 5.

### Calculation of reverse transcription in low nucleotides concentration followed by qPCR values

In the RTLN-qP analysis we calculated how many cycles later the Ct is determined for the product of RT reaction performed in low dNTPs concentration (5 μM) as compared to the Ct for the product of RT in normal dNTPs concentration (1 mM). The Ct delay value (ΔCt) was determined for each cluster of methylated nucleotides in 25S rRNA (regions 2–4, R2–4) and for the region located in 25S 5ʹend, which is unmethylated (R1) (Fig. 6a). As cDNA for all regions was synthesized in the same reaction, we used ΔCt for region 1 to define RT efficiency for a particular reaction. To visualize how RNA methylation suppressed cDNA synthesis in low dNTPs concentration, ΔCt for the non-methylated region 1 was deducted from ΔCt obtained for regions 2–4.

### DNAzyme-dependent assay

DNAzyme dependent analysis was performed as described^42^. For 10–23 DNAzyme treatment 5 μg of DNase I treated RNA was combined with 200 pmol of 10–23 DNazyme and 2.5 μl of incubation buffer (4 × concentrated: 24 mM Tris pH 8; 60 mM NaCl) in a final 10 μl volume. After heating at 95 °C for 3 min, the reaction was placed on ice for 5 min. Next 1 μl of Ribolock (Fermentas) was added and reaction was incubation at 25 °C for 10 min. Temperature was then raised to 37 °C and 4 μl of pre-warmed reaction buffer (4 × concentrated: 200 mM Tris pH 8; 600 mM NaCl) and 4 μl of 300 mM MgCl_2_ was added. Finally, pre-warmed water was added to a final volume 20 μl. The reaction was continued for 1 hr at 37 °C. For reactions with 8–17 DNAzymes, 5 μg of DNAse I treated RNA and 400 pmol of DNAzyme (each in a volume of 4 μl) were heated separately at 95 °C for 2 min following by incubation at 25 °C for 10 min. 8 μl of reaction buffer (2 × concentrated: 200 mM KCl, 800 mM NaCl, 100 mM HEPES pH 7.0, 15 mM MgCl_2_, and 15 mM MnCl_2_) was then added to the DNAzyme. RNA and DNAzyme were mixed and incubated at 25 °C for 2 h. h. After incubation with either 10–23 or 8–17 DNazyme, RNA was extracted with phenol/chlorophorm, precipitated, separated on 1% agaose-formaldehyde gel and followed by Northern Blot analysis if necessary. Each experiment was replicated two times. Oligonucleotides are listed in Supplementary Table 5. Raw, uncropped images from main figures are shown in Supplementary Fig. 7.

### Data availability

GEO accession number: GSE93240. All data are provided by the authors upon reasonable request.

## Electronic supplementary material

Supplementary Information

Peer Review File

# Supplementary material for: Nuclear fate of yeast snoRNA is determined by co-transcriptional Rnt1 cleavage
**Source:** Nat Commun. 2018 May 3;9:1783. doi: 10.1038/s41467-018-04094-y
**Supplement:** Supplementary file 1 — Supplementary Information

## SUPPLEMENTARY FIGURES

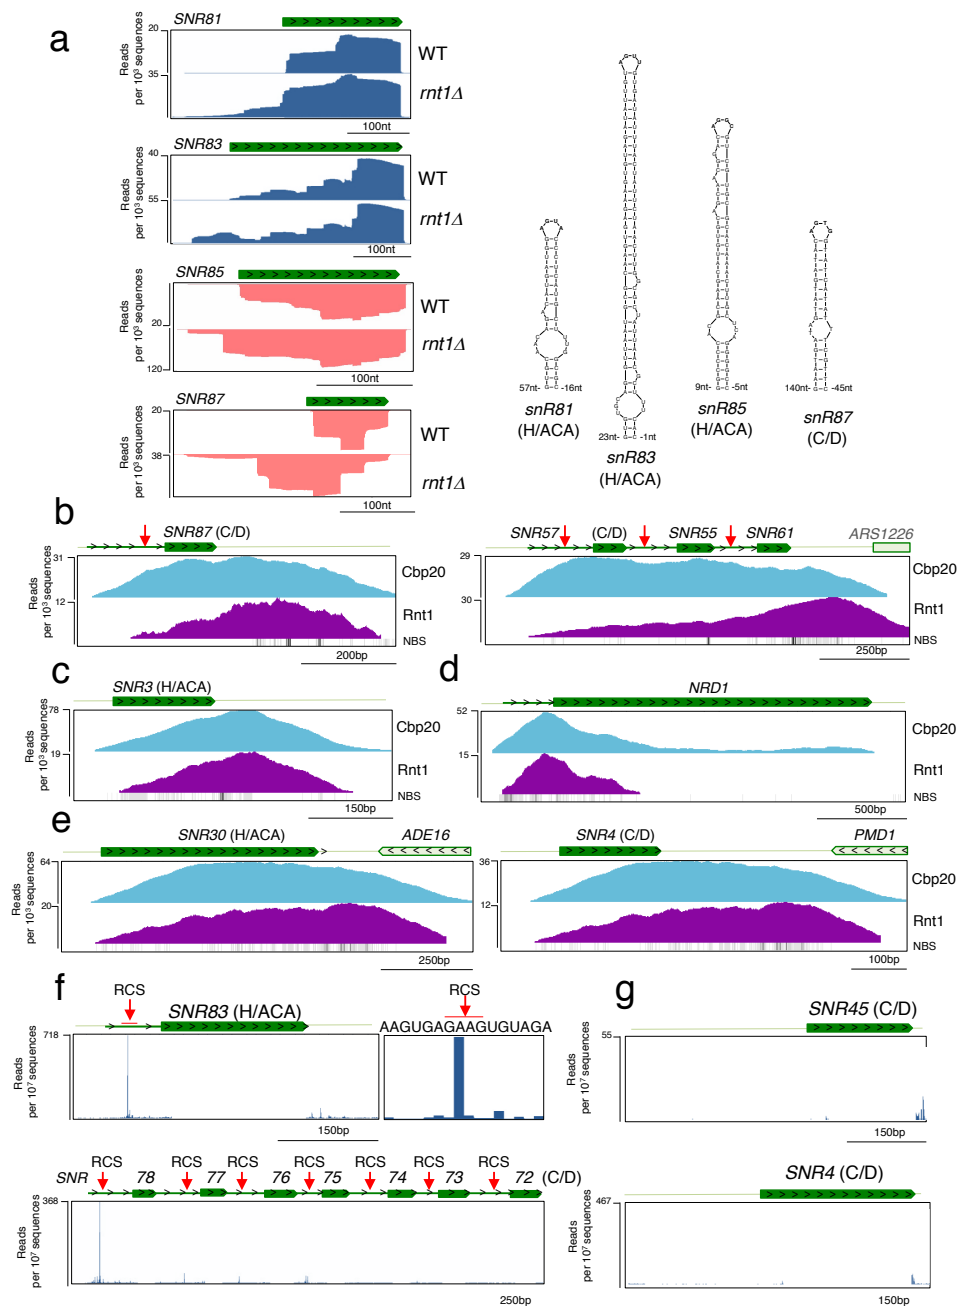

**Supplementary Figure 1**

**(a)** RNA-seq analysis of snR81, snR83, snR85 and snR87 in the *rnt1Δ* strain. Mfold predictions of snR81, snR83, snR85 and snR87 5' stem-loop structures with the AGNN consensus in the terminal loop are shown on the right. ChIP-seq analyses of Cbp20 and

Rnt1 recruitment over **(b)** C/D snoRNA transcribed as 5' extended precursors and polycistronic snoRNA, **(c)** snoRNA transcribed without 5' extension, **(d)** NNS-dependent protein coding gene *NRD1*. **(e)** Cbp20 and Rnt1 distribution over long snoRNA. **(f)** NET-seq signals originating from Rnt1 cleavage sites (RCS) in the box H/ACA pre-snoRNA 5' extension and polycistronic TU. RCS are marked by arrows. **(g)** NET-seq reads upstream of snoRNA transcribed without 5' extension. Green rectangle denotes mature snoRNA (body) while green line shows 5' extension.

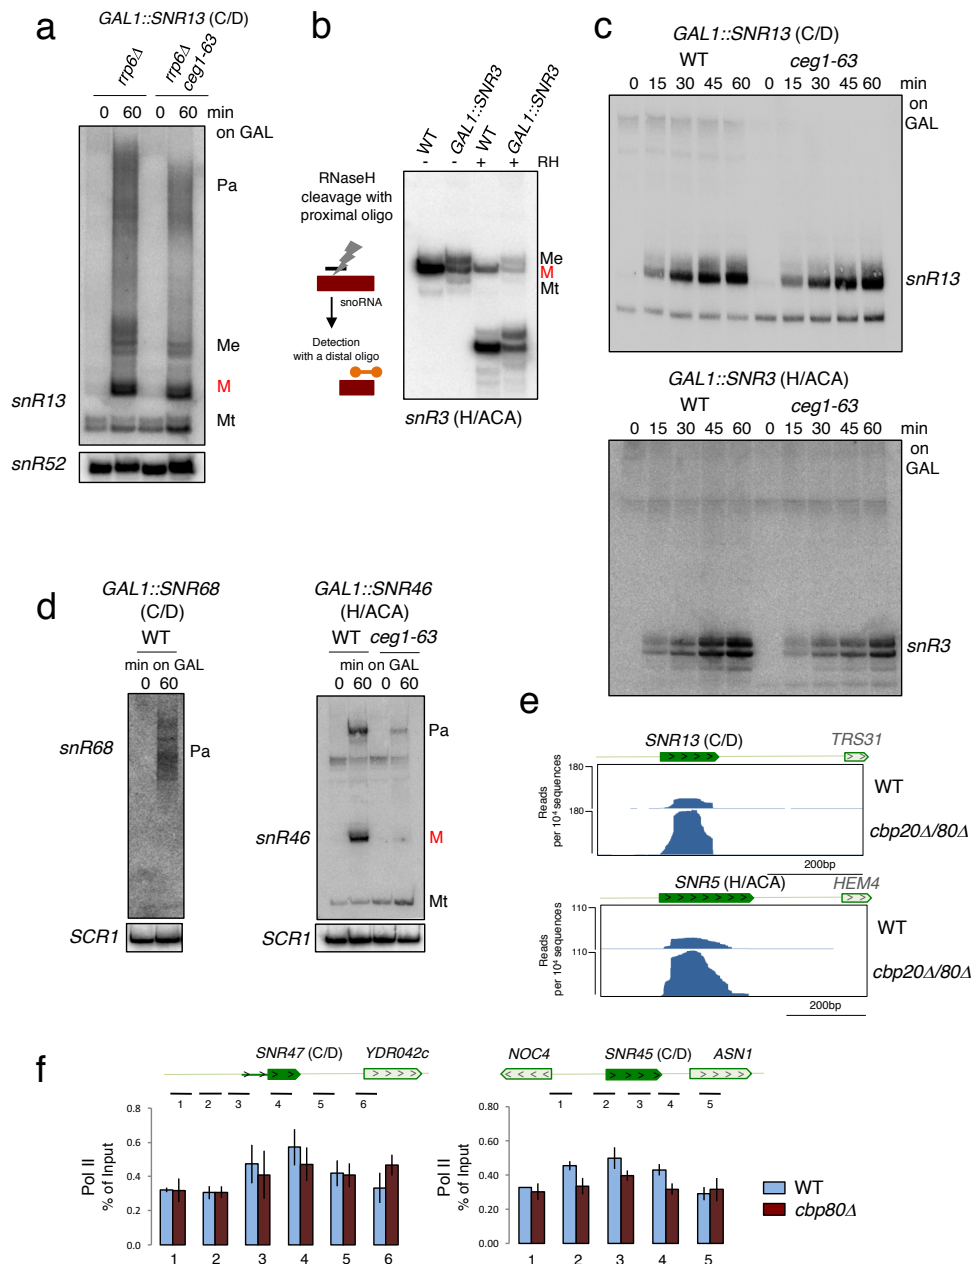

**Supplementary Figure 2**

**(a)** Transcriptional induction of box C/D *SNR13* in *rrp6Δ* and *rrp6Δ ceg1-63* strains; Northern blot analysis. Cells were shifted to the non-permissive temperature for 15 min prior to galactose induction and incubated at this temperature during the transcriptional pulse. Pa – precursors with long polyadenylated 3' extensions, Me – precursors with short oligoadenylated 3' extensions, M – mature, Mt – 5' truncated mature snoRNA **(b)** Diagram

showing principles of RNase H treatment for 5' extended precursors prior to Northern blot analysis and Northern blot showing snR3 species transcribed either from the native or *GAL1* promoter. Incompletely digested snR3 species are marked by asterisks. **(c)** Transcriptional induction of box C/D *SNR13* and H/ACA *SNR3* in *ceg1-63* strain at permissive temperature; Northern blot analysis. **(d)** Transcriptional induction of the mature sequences of RD box C/D *SNR68* and H/ACA *SNR46*; Mature and precursors snoRNA are marked as above. Northern blot analysis. **(e)** RNA-seq analysis of total RNA from *cbp20Δ/cbp80Δ* strain. X axes are adjusted to the same value. Green and light green rectangles denote mature snoRNA and protein-coding genes, respectively. **(f)** ChIP analysis showing Pol II levels in *cbp80Δ* and isogenic WT strain over *SNR47* and *SNR45* genes. Average from three independent experiments is shown; error bars represent standard deviation.

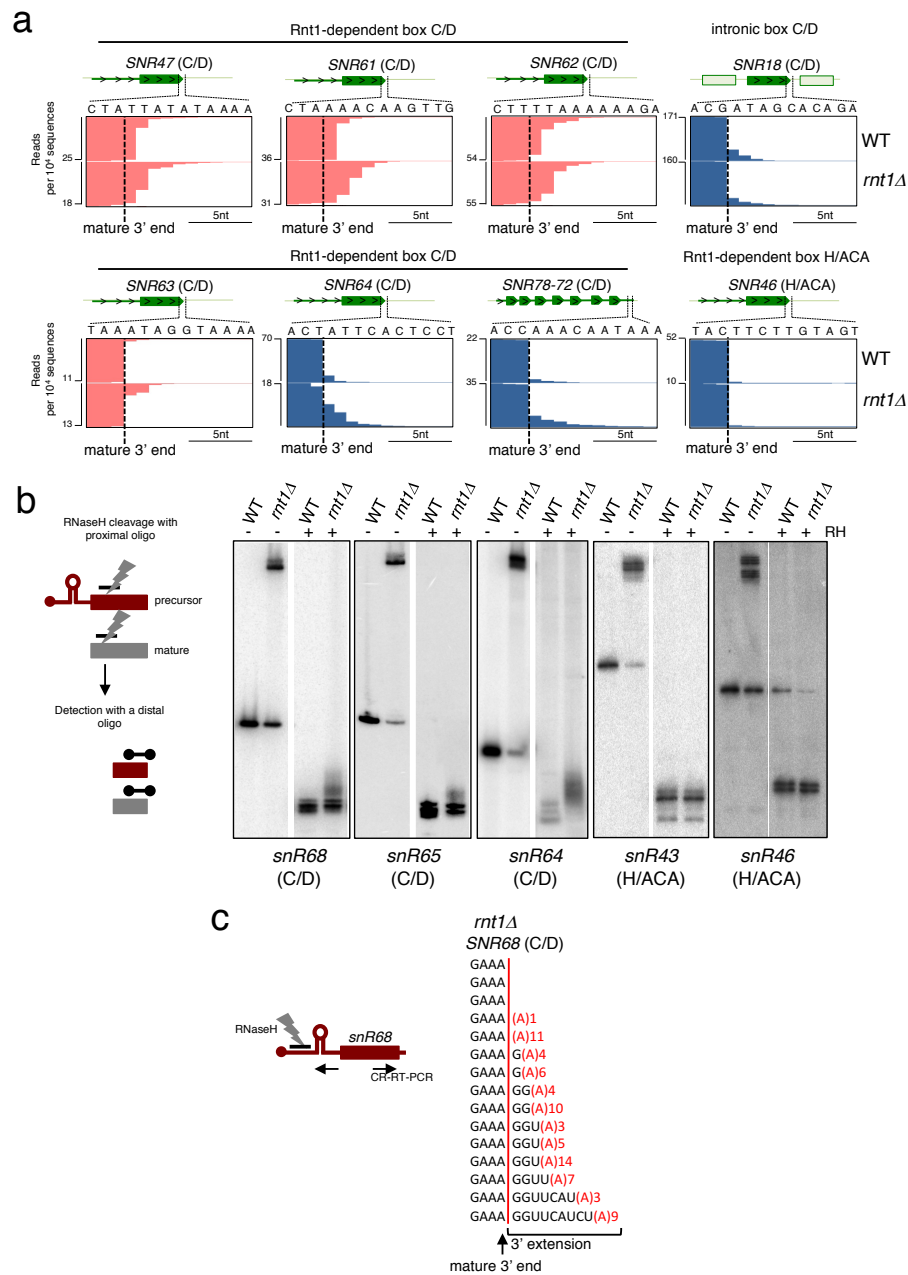

### Supplementary Figure 3

**(a)** RNA-seq analysis of indicated snoRNA 3' ends in WT versus *rnt1Δ* strains **(b)** Northern blot of RNase H treated snoRNA accumulated in the *rnt1Δ* strain. **(b)** CR-RT-PCR targeting 3' ends of 5' extended precursors in *rnt1Δ* cells.

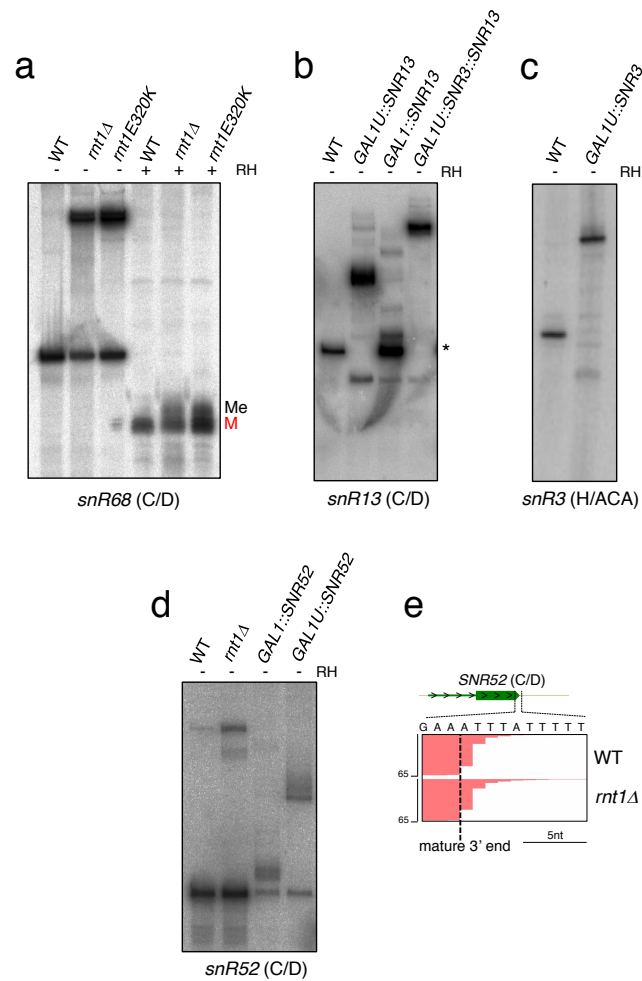

#### Supplementary Figure 4

**(a)** Northern blot analysis showing *snR68* in the *rnt1E320K* catalytic mutant. **(b-d)** Northern blots presenting RNA from **Fig.4b-d** not treated with RNase H. An asterisk marks species which is undigested in **Fig.4b**. **(e)** RNA-seq showing Pol III-transcribed 5' extended box C/D *snR52* in the *rnt1Δ*.

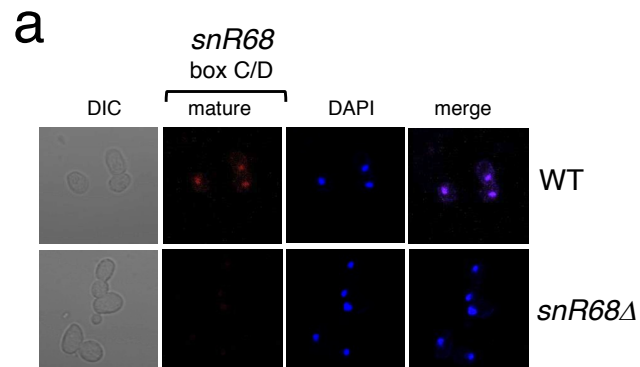

### Supplementary Figure 5

**(a)** Anti-snR68 fluorescent probe does not display off-target specificity. Hybridization of anti-snR68 DNA probe targeting mature snR68 sequence in WT (upper panel) and cells lacking snR68 (*snR68Δ*, lower panel). Nuclei were visualised by DAPI staining. DIC-differential interference contrast. FISH analysis.

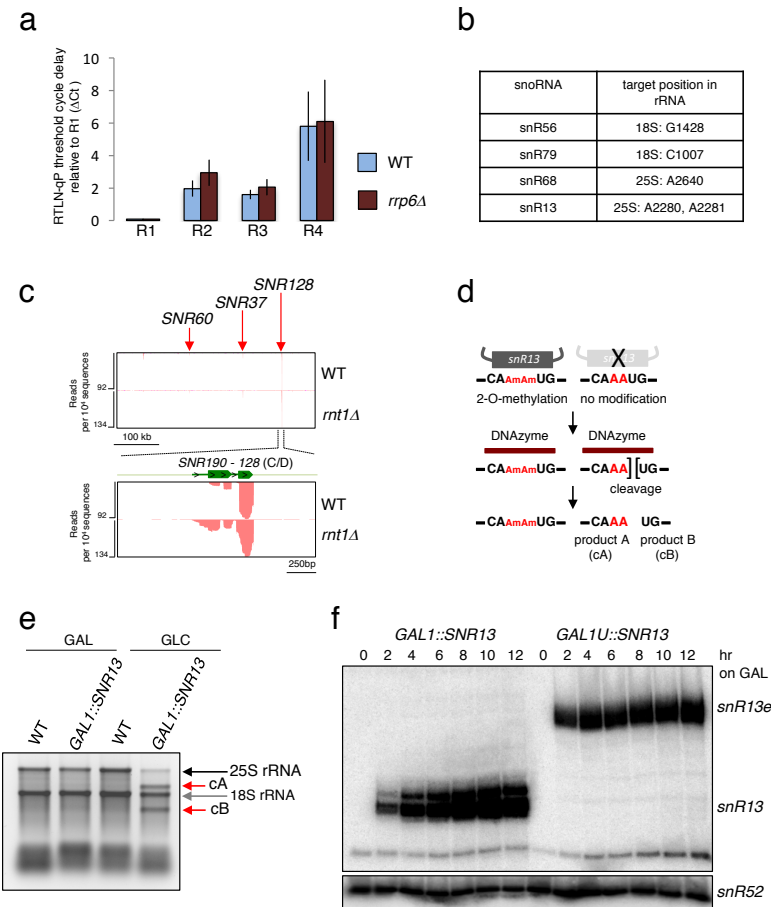

## Supplementary Figure 6

**(a)** Delay in the RTLN-qP threshold cycle (Ct) in WT and *rrp6Δ* strains for amplicons located over the 25S rRNA methylation clusters, reflecting cDNA levels. The amplicons are shown in **Fig.6a**. The Ct for R2-4 were normalized to the delay of RTLN-qP reaction over non-methylated R1 giving  $\Delta Ct$  value as graphically presented. Average from biologically independent triplicates is shown. Error bars represent standard deviation.

**(b)** Positions of methylated nucleotides analysed in **Fig.6e**. **(c)** RNA-seq presenting levels of snR128 (U14) in *rnt1Δ* strain. **(d)** Diagram illustrating DNAzyme-dependent cleavage assay over snR13-dependent methylation site in 25S rRNA. **(e)** Analysis of snR13-specific

25S rRNA methylation in Wt and *GAL1::SNR13* strains using DNazyme-dependent assay. Cleavage products visualised by EtBr staining on a denaturing agarose gel are marked by red arrows. **(f)** Northern blot showing levels of *snr13* and *snR13e* for the experiment presented in **Fig.6f**.

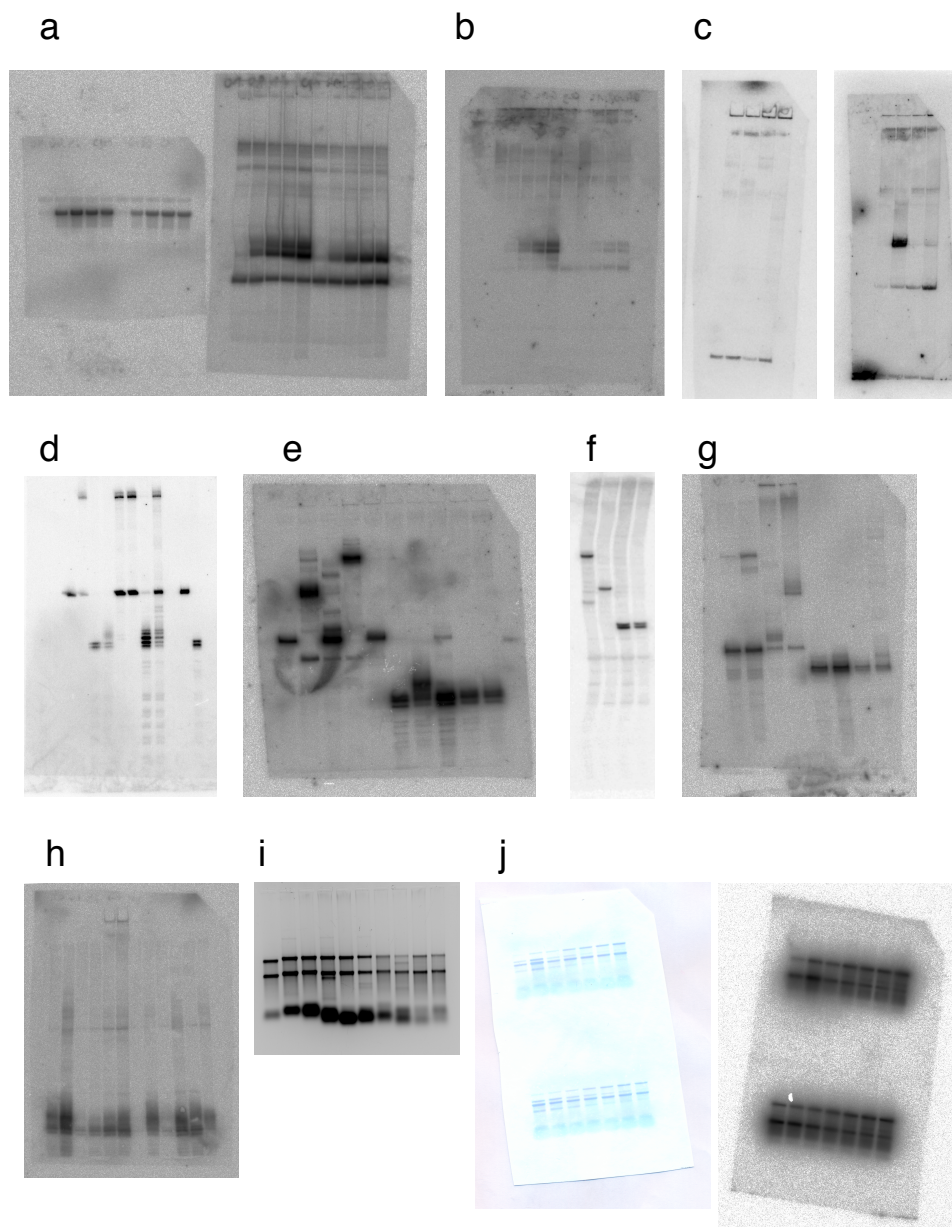

### Supplementary Figure 7

Uncropped raw images of Northern Blots from **(a)** Fig.2a and Fig.2c; **(b)** Fig.2b; **(c)** Fig.2e; **(d)** Fig.4a; **(e)** Fig.4b and Supplementary Fig.4b; **(f)** Fig.4c and Supplementary Fig.4c; **(g)** Fig.4d and Supplementary Fig.4d; **(h)** Fig.4e and Fig.4f; **(i)** Fig.6e; **(j)** Fig.6f.

## Supplementary Tables

**Supplementary Table 1. Box C/D and H/ACA snoRNA classified by their 5' end processing**

|    | <b>capped C/D</b>   |    | <b>capped H/ACA</b>   |
|----|---------------------|----|-----------------------|
| 1  | SNR4                | 1  | SNR3                  |
| 2  | SNR13               | 2  | SNR5                  |
| 3  | SNR45               | 3  | SNR8                  |
| 4  | SNR17               | 4  | SNR9                  |
|    | <b>uncapped C/D</b> | 5  | SNR10                 |
| 1  | SNR39b              | 6  | SNR11                 |
| 2  | SNR40               | 7  | SNR30                 |
| 3  | SNR47               | 8  | SNR31                 |
| 4  | SNR48               | 9  | SNR32                 |
| 5  | SNR50               | 10 | SNR33                 |
| 6  | SNR52               | 11 | SNR34                 |
| 7  | SNR56               | 12 | SNR35                 |
| 8  | SNR58               | 13 | SNR37                 |
| 9  | SNR60               | 14 | SNR42                 |
| 10 | SNR62               | 15 | SNR49                 |
| 11 | SNR63               | 16 | SNR80                 |
| 12 | SNR64               | 17 | SNR82                 |
| 13 | SNR65               | 18 | SNR84                 |
| 14 | SNR66               | 19 | SNR86                 |
| 15 | SNR68               | 20 | SNR161                |
| 16 | SNR69               | 21 | SNR189                |
| 17 | SNR71               |    | <b>uncapped H/ACA</b> |
| 18 | SNR79               | 1  | SNR36                 |
| 19 | SNR87               | 2  | SNR43                 |
| 20 | SNR57 *             | 3  | SNR46                 |
| 21 | SNR67 *             | 4  | SNR81                 |
| 22 | SNR78 *             | 5  | SNR83                 |
| 23 | SNR190 *            | 6  | SNR85                 |
| 24 | SNR41 *             |    |                       |

Proximal snoRNA from polycistronic TUs are marked by asterisk. Internal snoRNA from polycistronic TUs and intronic snoRNA are not listed.

**Supplementary Table 2. snoRNA genes displaying NET-seq signal over predicted or known RCS**

|    | gene     | NET-seq signal over predicted RCS |
|----|----------|-----------------------------------|
| 1  | SNR39b   | YES                               |
| 2  | SNR47    | YES                               |
| 3  | SNR56    | YES                               |
| 4  | SNR62    | YES                               |
| 5  | SNR63    | YES                               |
| 6  | SNR64    | YES                               |
| 7  | SNR68    | YES                               |
| 8  | SNR71    | YES                               |
| 9  | SNR87    | YES                               |
| 10 | SNR40    | YES                               |
| 11 | SNR50    | YES                               |
| 12 | SNR58    | YES                               |
| 13 | SNR60    | YES                               |
| 14 | SNR69    | YES                               |
| 15 | SNR48    | YES                               |
| 16 | SNR79    | YES                               |
| 17 | SNR65    | YES                               |
| 18 | SNR57 *  | YES                               |
| 19 | SNR67 *  | YES                               |
| 20 | SNR78 *  | YES                               |
| 21 | SNR190 * | YES                               |
| 22 | SNR41 *  | YES                               |
| 23 | SNR43 §  | YES                               |
| 24 | SNR46 §  | YES                               |
| 25 | SNR81 §  | YES                               |
| 26 | SNR83 §  | YES                               |
| 27 | SNR85 §  | YES                               |
| 28 | SNR36 §  | NO                                |
| 29 | SNR66    | NO                                |

Proximal snoRNA from polycistronic TUs are marked by asterisk. Box H/ACA snoRNA are marked with §.

**Supplementary Table 3. SnoRNA used for metagene analysis**

| Box C/D   |        |                            |
|-----------|--------|----------------------------|
| 1         | SNR39b |                            |
| 2         | SNR40  |                            |
| 3         | SNR47  |                            |
| 4         | SNR48  |                            |
| 5         | SNR50  |                            |
| 6         | SNR56  |                            |
| 7         | SNR58  |                            |
| 8         | SNR60  |                            |
| 9         | SNR62  |                            |
| 10        | SNR63  |                            |
| 11        | SNR64  |                            |
| 12        | SNR65  |                            |
| 13        | SNR66  |                            |
| 14        | SNR68  |                            |
| 15        | SNR69  |                            |
| 16        | SNR71  |                            |
| 17        | SNR79  |                            |
| 18        | SNR87  |                            |
| box H/ACA |        |                            |
| 1         | SNR10  |                            |
| 2         | SNR11  |                            |
| 3         | SNR161 |                            |
| 4         | SNR189 |                            |
| 5         | SNR3   |                            |
| 6         | SNR30  | Signal too high; discarded |
| 7         | SNR31  |                            |
| 8         | SNR32  |                            |
| 9         | SNR33  |                            |
| 10        | SNR34  |                            |
| 11        | SNR35  | Signal too high; discarded |
| 12        | SNR37  |                            |
| 13        | SNR42  |                            |
| 14        | SNR49  |                            |
| 15        | SNR5   |                            |
| 16        | SNR8   |                            |
| 17        | SNR80  |                            |
| 18        | SNR82  |                            |
| 19        | SNR84  |                            |
| 20        | SNR86  |                            |
| 21        | SNR9   |                            |

**Supplementary Table 4. Strains used in this study**

| strain                                      | genotype                                                                                | reference    |
|---------------------------------------------|-----------------------------------------------------------------------------------------|--------------|
| BMA64                                       | <i>MATa, ura3-1, ade2-1, his3-11,5, trp1Δ, leu2-3,112, can1-100</i>                     | <sup>1</sup> |
| <i>rnt1Δ</i>                                | as BMA64 but <i>RNT1::TRP1</i>                                                          | <sup>2</sup> |
| <i>tgs1Δ</i>                                | as BMA64 but <i>TGS1::HIS</i>                                                           | This study   |
| <i>rnt1Δ tgs1Δ</i>                          | as <i>rnt1Δ</i> but <i>TGS1::HIS1</i>                                                   | This study   |
| <i>Cbp20-myc</i>                            | <i>MATa his3Δ1, leu2Δ0, met15Δ0, ura3Δ0CBP80-myc13::HIS</i>                             | <sup>3</sup> |
| <i>Rnt1-myc</i>                             | <i>MATa his3Δ1, leu2Δ0, met15Δ0, ura3Δ0RNT1-myc13::NAT</i>                              | This study   |
| WT for <i>ceg1-63</i>                       | <i>MATa PGAL1-YLR454::URA3 ura3Δ</i>                                                    | <sup>4</sup> |
| <i>ceg1-63</i>                              | <i>MATa ceg1Δ::HIS3 PGAL1-YLR454::URA3 ura3Δ [pRS315-ceg1-63]</i>                       | <sup>4</sup> |
| Wt for <i>ceg1-63</i><br><i>GAL1::SNR3</i>  | as WT for <i>ceg1-63</i> but<br><i>GAL1::SNR3::KanMX</i>                                | This study   |
| <i>ceg1-63 GAL1::SNR3</i>                   | as <i>ceg1-63</i> but <i>GAL1::SNR3::KanMX</i>                                          | This study   |
| WT for <i>ceg1-63</i><br><i>GAL1::SNR13</i> | as WT for <i>ceg1-63</i> but<br><i>GAL1::SNR13::KanMX</i>                               | This study   |
| <i>ceg1-63 GAL1::SNR13</i>                  | as <i>ceg1-63</i> but <i>GAL1::SNR13::KanMX</i>                                         | This study   |
| WT for <i>ceg1-63</i><br><i>GAL1::SNR65</i> | as WT for <i>ceg1-63</i> but<br><i>GAL1::SNR65::KanMX</i><br><i>ΔSNR65 5' extension</i> | This study   |
| <i>ceg1-63 GAL1::SNR65</i>                  | as <i>ceg1-63</i> but <i>GAL1::SNR65::KanMX</i><br><i>ΔSNR65 5' extension</i>           | This study   |
| WT for <i>ceg1-63</i><br><i>GAL1::SNR43</i> | as WT for <i>ceg1-63</i> but<br><i>GAL1::SNR43::KanMX</i><br><i>ΔSNR43 5' extension</i> | This study   |
| <i>ceg1-63 GAL1::SNR43</i>                  | As <i>ceg1-63</i> but <i>GAL1::SNR43::KanMX</i><br><i>ΔSNR43 5' extension</i>           | This study   |

|                                                         |                                                                                                 |            |
|---------------------------------------------------------|-------------------------------------------------------------------------------------------------|------------|
|                                                         |                                                                                                 |            |
| WT for <i>ceg1-63</i><br><i>GAL1::SNR46</i>             | as WT for <i>ceg1-63</i> but<br><i>GAL1::SNR46::KanMX</i><br>$\Delta$ <i>SNR46</i> 5' extension | This study |
| <i>ceg1-63 GAL1::SNR46</i>                              | as <i>ceg1-63</i> but <i>GAL1::SNR46::KanMX</i><br>$\Delta$ <i>SNR46</i> 5' extension           | This study |
| WT for <i>ceg1-63</i><br><i>GAL1::SNR68</i>             | as WT for <i>ceg1-63</i> but<br><i>GAL1::SNR68::KanMX</i><br>$\Delta$ <i>SNR68</i> 5' extension | This study |
| WT <i>ceg1-63</i><br><i>GAL1U::SNR13</i>                | as WT for <i>ceg1-63</i> but<br><i>GAL1::GAL1UTR::SNR13::KanMX</i>                              | This study |
| <i>ceg1-63 GAL1U::SNR13</i>                             | as <i>ceg1-63</i> but<br><i>GAL1::GAL1UTR::SNR13::KanMX</i>                                     | This study |
| WT <i>ceg1-63</i><br><i>GAL1::SNR13</i><br><i>rrp6Δ</i> | as WT for <i>ceg1-63</i> but<br><i>GAL1::GAL1::SNR13::KanMX</i><br><i>RRP6::TRP</i>             | This study |
| <i>ceg1-63</i><br><i>GAL1::SNR13</i><br><i>rrp6Δ</i>    | as <i>ceg1-63</i> but<br><i>GAL1::GAL1::SNR13::KanMX</i><br><i>RRP6::TRP</i>                    | This study |
| <i>snr68slm</i>                                         | as BMA64 but <i>SNR68::KanMx</i><br><i>[pRS415-SNR68slm]</i>                                    | This study |
| BY4741                                                  | <i>MATa his3Δ1, leu2Δ0, met15Δ0,</i><br><i>ura3Δ0</i>                                           | Euroscarf  |
| <i>GAL1::SNR13</i>                                      | as BY4741 but <i>GAL1::SNR13::KanMX</i>                                                         | This study |
| <i>GAL1U::SNR13</i>                                     | as BY4741 but<br><i>GAL1::GAL1UTR::SNR13::KanMX</i>                                             | This study |
| <i>GAL1U::SNR3::SNR13</i>                               | as BY4741 but<br><i>GAL1::GAL1UTR::SNR3::SNR13::KanMX</i>                                       | This study |
| <i>GAL1U::SNR3</i>                                      | as BY4741 but<br><i>GAL1::GAL1UTR::SNR3::KanMX</i>                                              | This study |
| <i>GAL1::SNR52</i>                                      | as BY4741 but <i>GAL1::SNR52::KanMX</i>                                                         | This study |

|                             |                                                                            |              |
|-----------------------------|----------------------------------------------------------------------------|--------------|
| <i>GAL1U::SNR52</i>         | as BY4741 but<br><i>GAL1::GAL1UTR::SNR52::KanMX</i>                        | This study   |
| WT for <i>cbp20Δ cbp80Δ</i> | <i>MATa, ade2, ade3, his3, leu2-3, 112 rp1 ura3</i>                        | <sup>5</sup> |
| <i>cbp80Δ</i>               | <i>MATa, ade2, ade3, his3, leu2-3, 112 rp1 ura3 CBP80::TRP1</i>            | <sup>5</sup> |
| <i>cbp80Δ cbp20Δ</i>        | <i>MATa, ade2, ade3, his3, leu2-3, 112 rp1 ura3 CBP80::TRP1 CBP20::HIS</i> | <sup>5</sup> |
| <i>cbp80Δ GAL1U::SNR13</i>  | as WT for <i>cbp20Δ cbp80Δ</i> but<br><i>GAL1::GAL1UTR::SNR13::KanMX</i>   | This study   |
| <i>cbp80Δ GAL1U::SNR13</i>  | as <i>cbp80Δ</i> but<br><i>GAL1::GAL1UTR::SNR13::KanMX</i>                 | This study   |
| <i>rnt1 Δ cbp80 Δ</i>       | as <i>rnt1Δ</i> but <i>CBP80::HIS3</i>                                     | This study   |
| <i>rnt1E320K</i>            | as <i>rnt1Δ [pUG-Rnt1E320K]</i>                                            | <sup>6</sup> |
| WT <i>Nop1-GFP</i>          | as BY4741 [ <i>pUN100-NOP1::GFP</i> ]                                      | This study   |
| <i>rnt1Δ Nop1-GFP</i>       | as <i>rnt1Δ [pUN100-NOP1::GFP]</i>                                         | This study   |
| <i>rrp6Δ</i>                | As BY4741 but <i>RRP6::kanMX</i>                                           | This study   |

**Supplementary Table 5. Oligonucleotides used in this study**

| Strains construction      |                                                                               |                                                           |
|---------------------------|-------------------------------------------------------------------------------|-----------------------------------------------------------|
| name                      | sequence                                                                      | used for construction of                                  |
| Snr52 GAL1 F              | GGTGATTACATGTACGTTTGAAGTAC<br>AACTCTAGATTTTGTAGTGCCTCGA<br>ATTGAGCTCGTTTAAAC  | GAL1::SNR52 and<br>GAL1U::SNR52                           |
| Snr52 GAL1U-<br>5mature R | TTTCGATTTTGTATCAGAGATTGTTC<br>ACGCTAATGTCATTCATCATAGTATT<br>TGAGATCCGGGTTTT   | GAL1U::SNR52                                              |
| Snr52 GAL1-<br>5mature R  | TTTCGATTTTGTATCAGAGATTGTTC<br>ACGCTAATGTCATTCATCATAGTAAC<br>TTTTATTACATTGAATA | GAL1::SNR52                                               |
| 5SNR3IM                   | CTTCGTACCACTATTCGTAG                                                          | Transferring GAL1:: and<br>GAL1U::SNR3 between<br>strains |
| 3SNR3IM                   | CGAGTCTCATTCAGCTAATC                                                          | Transferring GAL1:: and<br>GAL1U::SNR3 between<br>strains |

|              |                                                                                    |                                                      |
|--------------|------------------------------------------------------------------------------------|------------------------------------------------------|
| 5SNR13IM     | AATGGAGCCTGGTAAGTTCC                                                               | Transferring GAL1:: and GAL1U::SNR13 between strains |
| 3SNR13IM     | AGCTTGAGTTTTTCCACACC                                                               | Transferring GAL1:: and GAL1U::SNR13 between strains |
| 5GLSNR3      | CGAAAAAAAAAAGTATAAAAGAAAG<br>CACAGGCAATGAGATTTGTTTTTCG<br>GAATTCGAGCTCGTTTAAAC     | GAL1::SNR3 and GAL1U::SNR3 and                       |
| 3GLSNR3      | CGATCTTCGTACTGTCTAATGCGGTG<br>GATTAGTACTTTAGGACAAAGTTA<br>TTTGAGATCCGGGTTTT        | GAL1U::SNR3                                          |
| 3GAL32s      | CGATCTTCGTACTGTCTAATGCGGTG<br>GATTAGTACTTTAGGACAAAGTTAAC<br>TTTTATTACATTTGAATA     | GAL1::SNR3                                           |
| 5GLSNR13     | CTTTACATATAAAAGGGAAGGATTTT<br>GAAATTATAAATGGCATCTCAAATG<br>AATTCGAGCTCGTTTAAAC     | GAL1::SNR13 and GAL1U::SNR13 and GAL1U::SNR3::SNR13  |
| 3GLSNR13     | ACTCGAGCCAAATGCACTCATATTCA<br>TCATATAAAAAGGAAAAAACTTCCTT<br>TTGAGATCCGGGTTTT       | GAL1U::SNR3::SNR13                                   |
| 3GAL132s     | CTCGAGCCAAATGCACTCATATTCAT<br>CATATAAAAAGGAAAAAACTTCCTAC<br>TTTTATTACATTTGAATA     | GAL1::SNR13 and                                      |
| 3 GAL3-13hyb | CTCGAGCCAAATGCACTCATATTCAT<br>CATATAAAAAGGAAAAAACTTCCTA<br>AATATAGTCATCTTCTGACACTC | GAL1U::SNR3::SNR13                                   |
| 5GLSNR65     | TTTTATGCGCGCCTCCTTCAAAAAAA<br>AATTTACATATATAACATAGGTGGG<br>AATTCGAGCTCGTTTAAAC     | GAL1::SNR65                                          |
| 3GLSNR65     | CTTTCAGATACTATCTAGCATAAATT<br>GTGTTTAAAAAATCATCATTTTAAAC<br>TTTTATTACATTTGAATA     | GAL1::SNR65                                          |
| 5GLSNR43     | ATGAAGCCCTAAATGGTTTCTTCTTT<br>TAGTCGTTGCTCACCCGGCAGCTCGA<br>ATTCGAGCTCGTTTAAA      | GAL1::SNR43                                          |
| 3GLSNR43     | CCCATGTCCCGTGGAAGCGTTTAAA<br>AGACATGAGGCAGAAACAGGAGTGA<br>CTTTTATTACATTTGAATA      | GAL1::SNR43                                          |
| 5GLSNR46     | CGATTAGACGTGAAAGATGACCAAGC<br>ACAACATAACAAAAAATTTGCATCCGA<br>ATTCGAGCTCGTTTAAAC    | GAL1::SNR46                                          |
| 3GLSNR46     | CCATAAACCACCGCAAAAATGCAAAA<br>TCTACGGATCTTCGAAGAGGCCATGA<br>ATTCGAGCTCGTTTAAA      | GAL1::SNR46                                          |

|             |                                                                                |                |
|-------------|--------------------------------------------------------------------------------|----------------|
| 5GLSNR68    | ATCAAGTATCTTGTGACATGCAAGAA<br>CTTGATGCTTCGATGGGGGAAGTCGA<br>ATTCGAGCTCGTTTAAAC | GAL1::SNR68    |
| 3GLSNR68    | ACAGCCCCCGTCAATACGATAACGCA<br>GTAAAATAAATGCTCATCATGATAG<br>AATTCGAGCTCGTTTAAA  | GAL1::SNR68    |
| ChIP        |                                                                                |                |
| name        | sequence                                                                       | Used for       |
| snR47F1     | ACCTTTCGAGCATCTCTTACAGCAAT<br>GG                                               | SNR47 analyses |
| snR47R1     | TGTTTCGGAGACAGTTCTGATGCCTAG                                                    |                |
| snR47F2     | CCCTAGAAGAAATACCCGAAGATGTA<br>AG                                               |                |
| snR47R2     | ACCGTATGGAAGACGTAGAGTGGATG                                                     |                |
| snR47F3     | AAGGCTTCAGCTCCATATC                                                            |                |
| snR47R3     | CCTTTCTCCTACTTTGCTCAG                                                          |                |
| snR47F4     | ACAACAACATGAATTTCTTCGTCCG                                                      |                |
| snR47R4     | CAGCAAGAATGACGCGAAA                                                            |                |
| snR47F5     | TTTCTGTTTCTGTTTCGCGTCGG                                                        |                |
| snR47R5     | TCCCTGTTATCCGCCTTTCTTCTTGG                                                     |                |
| snR47F6     | CAGCTAACAAACGACTAGGTCTC                                                        |                |
| snR47R6     | CCTTGAAAAGTAGAAAGGGTAG                                                         |                |
| snR45F1     | ATCTCTCTTCATGGCAATAGAGGATG                                                     |                |
| snR45R1     | CACTTCTCTACGGGTAATCCTCG                                                        |                |
| snR45F2     | AGGTATAAAAAGCGAAACACTCGGT<br>AC                                                |                |
| snR45R2     | TCCGAGAAGAATTGTTGATTTGAAA<br>CG                                                |                |
| snR45F3     | TCGGAGCGATCTGAGGTTTAAATGG                                                      |                |
| snR45R3     | GTGTACAGATGAGATGACTACTCCCA<br>AG                                               |                |
| snR45F4     | ACTTGGGAGTAGTCATCTCATCTGTA<br>C                                                |                |
| snR45R4     | CGGCAAGTTTCCCTGGATGTC                                                          |                |
| snR45F5     | GGTCTCTGTGGAAACCAGTGC                                                          |                |
| snR45R5     | GTAGTTGATGCCCCGAAGGTGC                                                         |                |
| probes      |                                                                                |                |
| name        | sequence                                                                       | target         |
| Snr52son 2  | GTATCAGAGATTGTTACACGC                                                          | snR52          |
| Snr3son2    | GATCTTCGTACTGTCTAATG                                                           | snR3           |
| snR68 son2  | AAGAGTCAATTTCTCGGTA                                                            | snR68          |
| snR64 son2  | GATGTTCTCGTCACTTGAG                                                            | snR64          |
| SnR43son2   | AACACAATGAGTATATACTG                                                           | snR43          |
| SnR46son2   | GGATGCATGGAAATAGCACA                                                           | snR46          |
| S13so       | GGTAGCTTGAGTTTTTCCAC                                                           | snR13          |
| Gal1PCRsonR | TAAACGGAGTAGCCTTCAAC                                                           | GAL1           |

|                                  |                                       |               |
|----------------------------------|---------------------------------------|---------------|
| 25S rRNA probe                   | TTCTGACTTAGAGGCGTTCA                  | 25S rRNA      |
| <b>RNase H treatment</b>         |                                       |               |
| <b>name</b>                      | <b>sequence</b>                       | <b>target</b> |
| Snr52son1 RH                     | TAATGTCATTTCATCATAGTA                 | snR52         |
| Snr13son                         | CAACTCGAGCCAAATGCACTC                 | snR13         |
| Snr64so1RH                       | CCTATCTGGTTCCTCATCAT                  | snR64         |
| Snr68sonRH                       | CCCCGTCAATACGATAACGC                  | snR68         |
| Snr65RH                          | TGTGTTTAAAAAATCATCA                   | snR65         |
| Snr43RH                          | TTCAAAGCTTGATCTTCTCC                  | snR43         |
| Snr46RH                          | TTAGGCCTCGCTTTGAATCC                  | snR46         |
| Snr3son                          | CAACTAGCAATCCACTCGAG                  | snR3          |
| <b>CR-RT-PCR</b>                 |                                       |               |
| <b>name</b>                      | <b>sequence</b>                       | <b>target</b> |
| 68Hlig                           | GTATCCTTACAAACATGACG                  | snR68         |
| RTsp                             | GATAACGCAGTAAAATAAATG                 | snR68         |
| cRTPCR 2F                        | GTACAGTCTGTTTTATAATC                  | snR68         |
| cRTPCR 1R                        | AATTTATCGTTTGATAGCAG                  | snR68         |
| 68PCRlig                         | GTACAGTCTGTTTTATAATC                  | snR68         |
| pre65RH                          | TGACGTTCTCGTCATTGTCA                  | snR65         |
| 65RTlig                          | GTTAAGAAGATTCAAGATTGC                 | snR65         |
| 65PCRlig                         | AGCTGATTTGATTATGGGCG                  | snR65         |
| <b>FISH</b>                      |                                       |               |
| <b>name</b>                      | <b>sequence</b>                       | <b>target</b> |
| 13body                           | [A546]AGCCAAACAGCAACTCGAGCCAAATGCACT  | snR13         |
| 68 precursor                     | [A488]CGCCTGTATCCTTACAAACATGACGACATT  | pre-snR68     |
| 68 mature                        | [A647]AAGAGTCAATTTCTCGGTAA GAAATATAA  | snR68         |
| 43 precursor                     | [A488]CACATACACTTATGTGGTTCA CCGTGCCGC | pre-snR43     |
| 43 mature                        | [A647]CGGTTGTATCAAAATGTGTAA ACGGGCCAT | snR43         |
| <b>rRNA methylation analyses</b> |                                       |               |
| <b>name</b>                      | <b>sequence</b>                       | <b>target</b> |
| 25SrRNA 1F                       | ACCGGATTGCCTTAGTAACG                  | R1 25S rRNA   |
| 25SrRNA 1R                       | TCCTCAGTCCCAGCTGGCAG                  |               |
| 25SrRNA 2F                       | GACGTAAGTCAAGGATGCTGGC                | R2 25S rRNA   |
| 25SrRNA 2R                       | GCACCTTAACCTACGTTTCGGTTC              |               |
| 25SrRNA 3F                       | CTTAGAACTGGTACGGACAAGGG               | R3 25S rRNA   |
| 25SrRNA 3R                       | CCCACTTATTCTACACCCTCTATGTC TC         |               |
| 25SrRNA 4F                       | GGCTGATCCGGGTTGAAGAC                  | R4 25S rRNA   |
| 25SrRNA 4R                       | CTCGTACTAAGTTCAATTACTATTGCGG          |               |

|                          |    |                                                                |                                              |
|--------------------------|----|----------------------------------------------------------------|----------------------------------------------|
| rRNA<br>DNAzyme<br>10-23 | 13 | ATGACGAGGCAGGCTAGCTACAACGA<br>TTGGCTACCTTAA                    | snR13-dependent<br>methylation site, DNAzyme |
| rRNA<br>DNAzyme<br>8-17  | 56 | CGTCTAAGGGCATCACAGATCCGAGC<br>CGGACGATGTTATTGCCTCAAACCTTC<br>C | snR56-dependent<br>methylation site, DNAzyme |
| rRNA<br>DNAzyme<br>8-17  | 79 | GTTTATGGTTAAGACTACGATCCGAG<br>CCGGACGAGTATCTGATCATCTTCGA<br>TC | snR79-dependent<br>methylation site, DNAzyme |
| rRNA<br>DNAzyme<br>10-23 | 68 | AGGACATCTGCGTTAGGCTAGCTACA<br>ACGACGTTTAACAGATGTG              | snR68-dependent<br>methylation site, DNAzyme |

### Supplementary References

- 1 Baudin, A., Ozier-Kalogeropoulos, O., Denouel, A., Lacroute, F. & Cullin, C. A simple and efficient method for direct gene deletion in *Saccharomyces cerevisiae*. *Nucleic Acids Res* **21**, 3329-3330 (1993).
- 2 Chanfreau, G., Legrain, P. & Jacquier, A. Yeast RNase III as a key processing enzyme in small nucleolar RNAs metabolism. *J Mol Biol* **284**, 975-988, doi:10.1006/jmbi.1998.2237 (1998).
- 3 Wong, C. M., Qiu, H., Hu, C., Dong, J. & Hinnebusch, A. G. Yeast cap binding complex impedes recruitment of cleavage factor IA to weak termination sites. *Mol Cell Biol* **27**, 6520-6531, doi:10.1128/MCB.00733-07 (2007).
- 4 Jimeno-Gonzalez, S., Haaning, L. L., Malagon, F. & Jensen, T. H. The yeast 5'-3' exonuclease Rat1p functions during transcription elongation by RNA polymerase II. *Mol Cell* **37**, 580-587, doi:10.1016/j.molcel.2010.01.019 (2010).
- 5 Fortes, P. *et al.* Genetic and physical interactions involving the yeast nuclear cap-binding complex. *Mol Cell Biol* **19**, 6543-6553 (1999).
- 6 Henras, A. K., Bertrand, E. & Chanfreau, G. A cotranscriptional model for 3'-end processing of the *Saccharomyces cerevisiae* pre-ribosomal RNA precursor. *RNA* **10**, 1572-1585, doi:10.1261/rna.7750804 (2004).

How the deposited data were processed for this re-analysis (not part of the article)

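Of the 11 samples of the study, 4 have a file here: ChIP-seq peak lists of Cbp20-myc and Rnt1-myc, with 2 replicates each. The 7 RNA-seq samples were not analysed here. The libraries were assigned to a protein and a replicate from their labels. The labels number only the second replicate of each strain, so the other one is called replicate 1.

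For the deposited peak coordinates, the authors' methods describe aligning read pairs to sacCer3 with Bowtie2, keeping uniquely mapped reads, calling peaks with MACS2 at default options and keeping those with a q-value below 0.05. The numbers of peaks given there are those of the replicate 1 lists, and the methods do not describe the replicates separately. Each library has a list of its own. The deposited lists hold chromosome, start and end positions in bp, with no score, count or signal. The depth of each library is unknown, so neither peak heights nor confidence limits on occupancy could be given, and a library sequenced more deeply could have more and wider peaks. Every peak lay inside the chromosome lengths of the reference used here (the yeast R64 assembly), whose annotation gave gene positions. Coordinates are given from 1.

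Overlaps between lists and random placements were computed with bedtools 2.31.1, other values with Python and numpy. snoRNA genes were grouped by Supplementary Table 1 into RD and capped classes, with SNR52, which is transcribed by Pol III, kept apart. A gene counted as carrying a peak when at least 1 bp overlapped in both replicates. Peaks were placed at random 1000 times within their chromosomes, with widths kept and overlaps allowed, and tested one-sided for each replicate. Random placement treats all positions alike and takes no account of gene density or transcription. Positions along a TU were measured on the joined peaks, clipped at 500 bp. Mean shifts were tested by two-sided sign-flip permutation across TUs and class differences by permuting class labels, exactly where a group had fewer than 10 TUs and with 100000 resamples otherwise. Tested on simulated data with 29 TUs, a true shift of 40 bp came back as 40.3 bp and was called in 100% of 200 simulations, and a shift of 0 was called in 6.5%. The simulated peaks were single, symmetric and too narrow to reach the limit of 500 bp. Their scatter was also smaller than the SD of 47.2 bp between the 25 RD TUs. The simulation therefore does not show how the measure performs on clipped regions or at the observed spread.

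The alternatives set before the data were examined were clipping at 300 bp or not at all, the peak with the largest overlap alone, the wider 50% of each library's peaks (in place of a stricter score, which the lists lack), an overlap of at least 50%, each replicate left out in turn, TUs with no other gene within 300 bp, RD TUs extended 150 bp upstream, the RD class without the 5 polycistrons and box C/D against box H/ACA TUs alone. Fits within same-numbered replicates, a restriction to TUs whose regions stay inside the 500 bp limit and all settings for RD box C/D and RD box H/ACA TUs, alone or against each other, were added after the data had been seen.

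Genes named in the text were fixed before the data were examined: those whose ChIP-seq profile the paper shows or names, the 5 polycistrons, TUs lacking a peak in both replicates, the TUs with the largest and smallest shift of a class, the 5 protein-coding genes with the most bases under Rnt1 peaks, and a list of other non-coding genes.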

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

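All tests of explanations in this part were chosen after the results had been seen. The lists carry no peak heights and no untagged control was used here, so background of the immunoprecipitation stays open for each pattern. The design holds no condition that tests a biological explanation, so none was tested.

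Rnt1 peaks lay on 268 of the 275 nuclear tRNA genes in both replicates, and Cbp20 peaks on 143, in genes that the paper does not discuss. Random placement gave means of 18.4 and 29.1 genes for Rnt1 in replicates 1 and 2. The peaks were centred on the tRNA genes, with a median distance of 19.5 bp and 23 bp between the centres. Spill-over from neighbouring genes is argued against by the 49 tRNA genes with no other gene within 500 bp, of which 95.9% carried a Rnt1 peak in both replicates, against 97.8% of the others. Reads shared between identical gene copies are argued against by the 33 tRNA genes with a sequence found once, of which 93.9% carried one. Background common to both precipitations cannot be told apart from binding: 125 of the 268 genes lacked a Cbp20 peak in at least one replicate and 41 in both, but the depths that set these numbers are unknown. The Cbp20 number rests on replicate 2, since replicate 1 alone gave 227 genes and replicate 2 alone 144.

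Of the 16 centromeres, 10 carried a Rnt1 peak in replicate 1 and 2 in replicate 2. Both of these were also among the 10. The number of centromeres with a Cbp20 peak was 0 in both replicates, although the Cbp20 lists are longer. Background common to both precipitations cannot be told apart from binding here either, since the depths are unknown.

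Of the 8 snoRNA genes that lie in introns, which need no promoter of their own, 7 carried a Rnt1 peak in both replicates and all 8 a Cbp20 peak. The exception, SNR191, lacked a Rnt1 peak in replicate 1. Their host genes include ribosomal protein genes, all of which carried Rnt1 peaks, and no test separated the snoRNA from its host.

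The rDNA on chromosome XII lay under a single peak of 17481 bp for Cbp20 and 17434 bp for Rnt1 in replicate 2, and under no peak in replicate 1. Reads that map to several places may have been kept in replicate 2. Outside the rDNA, the share of positions opening a repeated 100-mer that lay under peaks was 18.4% in replicate 1 and 26.5% in replicate 2 for Cbp20, a rise of 8.10 percentage points, and 7.12% and 20.3% for Rnt1, while the rest of the genome went from 23.3% to 21.3% for Cbp20 and from 5.86% to 9.33% for Rnt1. This is consistent with such a difference in the filter, and a difference in depth stays open for Rnt1, whose coverage rose in both parts.

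The shift between Rnt1 and Cbp20 centres differed by 69.3 bp between RD box C/D and RD box H/ACA TUs, 42.2 bp in replicate 1 and 96.3 bp in replicate 2 (exact permutation of the class labels over 15504 splits, p = 0.000516). This comparison was picked after the class values had been seen, so its p does not allow for the choice. For box C/D TUs, a fit of the shift on the width difference left 33.6 bp at equal widths (95% bootstrap interval 19.3 to 54.7). This cannot rule out unequal widths of the regions together with clipping as the cause. In SNR56, SNR62, SNR63 and SNR65 both proteins were cut at the limit of 500 bp at the 3ʹ side in both replicates. There the width difference alone fixes the shift. For the 5 box H/ACA TUs the same fit gave −27.3 bp (−144 to 10.1), which keeps the explanation open. SNR83 had shifts of 102 bp and −267.5 bp in replicates 1 and 2. The size of the difference depends on the limit and on the library: it was 24.3 bp with regions clipped at 300 bp (exact permutation test, p = 0.0436) and 9.67 bp with regions left unclipped (exact permutation test, p = 0.957), and it was 34.0 bp without Rnt1 replicate 2 and 104 bp without Rnt1 replicate 1.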

How the results depend on the processing

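The tests within same-numbered replicates, the restriction to TUs whose regions stay inside the 500 bp limit and all settings for RD box C/D and RD box H/ACA TUs, alone or against each other, were chosen after the data had been seen. Where a result changed, the cause was not tested.

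All 55 snoRNA TUs kept a Cbp20 peak in both replicates when at least 50% of the TU had to be covered and when RD TUs were extended by 150 bp, and 50 did with the wider 50% of each library's peaks. The number with a Rnt1 peak stayed between 44 and 51 under every alternative. An overlap of at least 50% lowered the peaks shared between replicates to 73.9% and 82.7% for Cbp20 replicates 1 and 2 and to 92.6% and 44.3% for Rnt1, and the protein-coding genes with a Rnt1 peak to 396. These were from 810 to 1239 when either Rnt1 replicate was left out. The wider 50% of peaks left 59 tRNA genes with a Rnt1 peak and 14 with a Cbp20 peak; peaks on tRNA genes had median widths of 327 bp and 385.5 bp for Rnt1 and 242 bp and 264.5 bp for Cbp20. With either Cbp20 replicate left out the tRNA genes with a Cbp20 peak were from 144 to 227.

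The positions depend on how far a region is followed. The mean shift of the RD TUs was 16.0 bp with regions clipped at 300 bp (permutation test, p = 0.00503) and −71.9 bp with regions left unclipped (p = 0.206). In the 7 RD TUs with no other gene within 300 bp it was 37.9 bp (exact permutation test, p = 0.0938), in the 6 Rnt1-independent TUs −51.4 bp (exact permutation test, p = 0.219), and the difference between the classes was 89.3 bp there (13 TUs, exact permutation test, p = 0.0227). The mean shift of the Rnt1-independent TUs was 5.21 bp (permutation test, p = 0.690) and −122 bp (p = 0.00162) with clipping at 300 bp and without clipping, and −33.8 bp (p = 0.0359) with the peak of largest overlap alone. The difference between the classes was past the threshold of 0.05 as reported but not with clipping at 300 bp (10.8 bp), without clipping (50.4 bp), with the wider 50% of peaks (33.0 bp), without the 5 polycistrons (32.0 bp), for RD box C/D against capped box H/ACA TUs (28.9 bp) or inside the 500 bp limit (17.7 bp). It was from 33.5 to 43.3 bp across the values that each left out 1 of the 4 libraries. The Cbp20 reach past the 3ʹend was not past the threshold without clipping (−93.5 bp), with no other gene within 300 bp (−98.9 bp) or without the polycistrons (−40.5 bp), and kept its direction in all settings. RD box C/D TUs alone gave −102 bp without clipping, and RD box C/D against RD box H/ACA TUs 9.67 bp. The shift over protein-coding genes kept its direction and its side of the threshold with clipping at 300 bp, without clipping, with the peak of largest overlap alone and with the wider 50% of peaks.

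With the replicate number as a block, that is with differences taken within same-numbered libraries, the replicate block gave shifts of 11.8 bp for RD TUs (permutation test, p = 0.176), 39.0 bp for polycistrons, −25.8 bp for Rnt1-independent TUs (p = 0.113) and 37.6 bp between the classes (p = 0.0315), on the same side of the threshold as before. Across 49 TUs, the differences between replicates of Cbp20 and of Rnt1 had a correlation of 0.0973. With 2 libraries per protein and no statement that a number marks a shared batch, the libraries share only a number.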

Differences from the paper's values

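The numbers of peaks stated in the paper, 1238 for Rnt1 and 3801 for Cbp20, equal those of the replicate 1 lists, and its length of 194 nt for SNR4 stands beside 186 bp in the annotation.

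The paper describes Rnt1 as enriched towards the 3ʹends of RD snoRNA TUs. That description rests on ChIP-seq profiles, whereas the lists give only the edges of peaks, without heights. A centre measured against that of Cbp20 is therefore an unlike measure, and enrichment within a peak cannot be read from it. Over the 25 RD TUs with peaks in all lists, the Rnt1 centre lay 10.8 bp further 3ʹ than that of Cbp20, 15 of 25 positive, which was not past the threshold (two-sided permutation test, p = 0.267). It was past it with regions clipped at 300 bp (16.0 bp, permutation test, p = 0.00503), a setting fixed before the data were examined. In all of the box C/D TUs among them but SNR39B, that limit gave both proteins the same 3ʹ edge. The value therefore largely reflects where the regions began at the 5ʹ side. With regions left unclipped, also fixed beforehand, the sign turned, at −71.9 bp (permutation test, p = 0.206).

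The paper describes CBC as present across the whole TU of all snoRNA genes. That description too rests on ChIP-seq profiles, and bases outside a peak are those where the signal did not pass the caller's threshold. In the lists, 40 of the 55 TUs lay under Cbp20 peaks over their whole mature length in both replicates, and 15 of the capped TUs did not. In the replicate with less coverage, these 15 lacked from 12 to 118 bp, with a median of 27 bp, and 46 of the 55 TUs were covered over at least 90% of their length in both replicates. The median coverage of the capped TUs was 96.6%.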

Other observations

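The shift over protein-coding genes and the list of snRNA, Pol III and telomerase RNA genes were planned, and the values for ribosomal protein genes and for the SNR47 primer pairs were chosen after the data had been seen.

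Over 644 protein-coding genes with peaks in all 4 lists and no snoRNA, snRNA or tRNA gene within 500 bp, the Rnt1 centre lay 93.5 ± 215 bp (SD, n = 644 genes) further 3ʹ than the Cbp20 centre, and further 3ʹ in 470 of them (two-sided sign-flip permutation test, p = 1e-05, the smallest that 100000 resamples can give). Its median was 40.5 bp. This is a larger mean than that of the RD snoRNA TUs, and the difference between the gene types was not tested.

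All 132 genes named as ribosomal protein genes of the cytoplasm carried peaks of Rnt1 and of Cbp20 in both replicates, against 643 of the other 5870 protein-coding genes (11.0%) for Rnt1.

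Among other non-coding genes, the spliceosomal RNA genes LSR1, SNR7-L and SNR19 carried peaks in all 4 lists, and SNR14 in all but the Rnt1 list of replicate 1. The Pol III genes SCR1 and RPR1 carried peaks in all 4, and SNR6 in all but the Cbp20 list of replicate 2. SNR52, a snoRNA gene transcribed by Pol III, carried peaks in all 4, centred upstream of the mature snoRNA. The telomerase RNA gene TLC1 had a peak in Cbp20 replicate 1 alone, over 17.8% of its length.

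Of the SNR47 primer pairs listed for ChIP in Supplementary Table 5, pairs 4 and 5 amplify regions on chromosome IV, from 541577 to 541677 and from 541377 to 541491, that lay wholly under peaks in all 4 lists. The region of pair 2, from 541881 to 541976, lay under none. The region of pair 3, from 541773 to 541846, was covered over 74.3% and 100% by Cbp20 peaks in replicates 1 and 2 and over 32.4% and 87.8% by Rnt1 peaks. That of pair 6, from 541145 to 541256, lay outside the Cbp20 peaks and under Rnt1 peaks over 4.46% and 6.25% of its length. Pair 1 was not placed, since it had no exact unique match on the chromosome.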
